# Resolving the lineage relationship between malignant cells and vascular cells in glioblastomas

**DOI:** 10.1093/procel/pwac006

**Published:** 2022-05-18

**Authors:** Fangyu Wang, Xuan Liu, Shaowen Li, Chen Zhao, Yumei Sun, Kuan Tian, Junbao Wang, Wei Li, Lichao Xu, Jing Jing, Juan Wang, Sylvia M Evans, Zhiqiang Li, Ying Liu, Yan Zhou

**Keywords:** glioblastoma, mural cells, endothelial cells, trans-differentiation, lineage tracing, single-cell sequencing, copy number variation

## Abstract

Glioblastoma multiforme (GBM), a highly malignant and heterogeneous brain tumor, contains various types of tumor and non-tumor cells. Whether GBM cells can trans-differentiate into non-neural cell types, including mural cells or endothelial cells (ECs), to support tumor growth and invasion remains controversial. Here we generated two genetic GBM models *de novo* in immunocompetent mouse brains, mimicking essential pathological and molecular features of human GBMs. Lineage-tracing and transplantation studies demonstrated that, although blood vessels in GBM brains underwent drastic remodeling, evidence of trans-differentiation of GBM cells into vascular cells was barely detected. Intriguingly, GBM cells could promiscuously express markers for mural cells during gliomagenesis. Furthermore, single-cell RNA sequencing showed that patterns of copy number variations (CNVs) of mural cells and ECs were distinct from those of GBM cells, indicating discrete origins of GBM cells and vascular components. Importantly, single-cell CNV analysis of human GBM specimens also suggested that GBM cells and vascular cells are likely separate lineages. Rather than expansion owing to trans-differentiation, vascular cell expanded by proliferation during tumorigenesis. Therefore, cross-lineage trans-differentiation of GBM cells is very unlikely to occur during gliomagenesis. Our findings advance understanding of cell lineage dynamics during gliomagenesis, and have implications for targeted treatment of GBMs.

## Introduction

The developmental process of multicellular organisms is highly stereotypic, with three germ layers giving rise to distinct cellular progenies that constitute functional tissues and organs. The brain is mostly composed of neural cells that are progenies of the ectoderm, including neurons, astrocytes, ependymal cells, and oligodendrocytes (OLGs; Merkle and Alvarez-Buylla, 2006; Gao et al., 2014). In addition, cellular components of brain vasculature and microglial cells have distinct origins. Mural cells, vascular smooth muscle cells (vSMCs) and pericytes, originate from the neural crest lineage and the mesoderm (Korn et al., 2002; Kurz, 2009; Yamanishi *et al.,* 2012; He and Soriano, 2015), and endothelial cells (ECs) and microglial cells are derivatives of the mesoderm and hematopoietic progenitors in the yolk sac, respectively (Ginhoux et al., 2010). Macrophages, also originating from the yolk sac, can infiltrate into brain parenchyma upon inflammation and gliomagenesis (Poon et al., 2017; Quail and Joyce, 2017).

Glioblastoma multiforme (GBM) are malignant primary brain tumors with properties of high invasiveness and abundant blood supply (Furnari et al., 2007). Deciphering the cellular composition and lineage history of the GBM micro-environment, including ECs, mural cells, and tumor-associated microglia and macrophages (TAMs), has important implications for developing targeted therapies for GBM. GBM cells are thought to originate from mutated neural stem/progenitor cells (Alcantara Llaguno et al., 2009; Liu et al., 2011; Lee et al., 2018; Alcantara Llaguno et al., 2019; Wang et al., 2020). Previous studies indicated that GBM stem cells might give rise to vascular ECs (Ricci-Vitiani et al., 2010; Wang et al., 2010; Soda et al., 2011; Hu et al., 2016; Mei et al., 2017) or mural cells (Scully et al., 2012; Cheng et al., 2013; Zhou et al., 2017) to support tumor growth and invasion. Our earlier studies also found that stem cell markers can label both glioma stem-like cells and mural cells (Zhong et al., 2016; Li et al., 2017), suggesting the possibility of cross-lineage trans-differentiation of glioblastoma cells. Moreover, intra-tumoral trans-differentiation in lung, prostate, brain, and gastric cancers could confer heterogeneity and novel properties on tumors, enabling tumors better adapt to growth and treatment (Murata-Kamiya et al., 2007; Han et al., 2014; Zou et al., 2017; Yao et al., 2020).

Recent advances of single-cell technologies, combined with lineage-tracing analyses, have deep implications for understanding cellular components, cell status and fate transitions during development, tissue homeostasis, regeneration, and pathological conditions (Guimaraes-Camboa et al., 2017; Kester and van Oudenaarden, 2018; Neftel et al., 2019; Bhaduri et al., 2020; Wang et al., 2021). Particularly, genomic signatures such as somatic single-nucleotide variants were recently applied for study lineage history of human cells during development (Bizzotto et al., 2021). Here we combined lineage-tracing approaches with single-cell sequencing to dissect lineage relationships between malignant cells and non-neural cells, especially ECs and mural cells, using both human GBM samples and mouse GBM models. First, genetic lineage-tracing and transplantation studies inferred that GBM cells only extremely rarely gave rise to vascular cells *in vivo*. Intriguingly, however, GBM cells could promiscuously express mural cell markers, including *Tbx18*, during GBM tumorigenesis. We further showed almost non-overlapping copy number variation (CNV) signatures between GBM cells and vascular cells in both mouse and human GBMs. Thus, contradictory to previous opinion, cross-lineage trans-differentiation of GBM cells is uncommon, occurring only in extremely rare events that are more the exception than the norm.

## Results

### Establishing genetic GBM models to trace fates of GBM cells

We first utilized genetic mouse models of GBM to investigate whether glioma cells could give rise to non-neural cells. Embryonic neural progenitor cells (NPCs) were transformed into GBM-initiating cells (GICs) by inactivating *Trp53*, *Pten*, and *Nf1*, the three most mutated tumor suppressors in human GBM (Kwon et al., 2008; Chen et al., 2015; Yu et al., 2020). This GBM model was named as NPC^TKO^. Briefly, plasmids co-expressing Cas9, luciferase (Luc) and single-guide RNAs (sgRNAs) targeting *Trp53*, *Pten*, and *Nf1* (Cancer Genome Atlas Research, 2008; Chen et al., 2012), along with a lineage-labeling cassette that stably expresses enhanced green fluorescent protein (EGFP) or Discosoma red fluorescent protein (DsRed) in progeny of GICs (Cheng et al., 2016), were *in utero* electroporated into neocortical neural precursors at embryonic day 14.5 (Fig. 1A). Notably, the genome-editing and lineage-labeling cassette was incorporated into embryonic NPCs via the piggyBac transposase system (Fig. S1A). Adult mice were screened for brain tumors by Luc-mediated imaging analysis. The tumor mass was extensively labeled with cytosolic EGFP or DsRed depending on the lineage-labeling cassette used. Intracranial tumors showed typical features of diffusely infiltrating high-grade gliomas: prominent tumor mass with high proliferation evidenced by pleomorphic and mitotic nuclei, widespread Ki67^+^ cells, indistinct tumor borders, pseudopalisading necrosis, and dilated vasculature (Fig. S1B–F). GBM sections were stained with markers for neurons (NeuN), OLGs (MBP), astrocytes (GFAP), oligodendrocyte precursor cells (OPC, OLIG2), and neural stem cells (SOX2). Around 50%–80% of GBM cells expressed OLIG2, and 10% expressed GFAP (Fig. S1G), indicating OPC features for most GBM cells, aligning with cellular properties observed in OPC-like GBMs (Liu et al., 2011; Wang et al., 2020; Yu et al., 2020). Moreover, approximately 60%–80% of tumor cells also expressed SOX2, suggesting their undifferentiated status (Fig. S1G). EGFP^+^ or DsRed^+^ tumor cells were sorted out from four samples for transcriptome analyses. 

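Bulk RNA-seq covered 4 samples of sorted NPC TKO GBM cells, and the RNA of *Trp53* and *Nf1*, which were edited, was still read in each of them. *Trp53*, on chromosome 11 of mm10 from 69580359 to 69591873, was read at 201, 182, 111 and 91.9 CPM (counts scaled to library size and normalized by TMM) in samples 1 to 4. *Nf1*, on chromosome 11 of mm10 from 79339693 to 79581612, was read at 41.6, 46.2, 230.2 and 159 CPM in the same order. Counts over a whole gene do not read the edit itself. The tumor mass was dissociated and EGFP+ or DsRed+ cells were sorted by FACS before RNA isolation, and the paper does not name the reporter of each sample. The authors trimmed the reads with Cutadapt (version 3.2 in the methods, another version in the submitters' processing notes), mapped them to mm10 with TopHat 2.1.1, and made a table of raw counts per gene and a table of FPKM values from Cufflinks 2.2.1. The tool that counted the reads is not given in the sources used here. The total counts were 19247326, 16816121, 16415531 and 15002873. At this depth 3 counts correspond to 0.202, 0.234, 0.156 and 0.181 CPM in samples 1 to 4, a floor that covers counting error only. Genes that lie wholly inside another gene hold almost no counts in this table, so *Sox2* and *Gfap* were read from the FPKM values. Although the cells were sorted, genes of tumor-associated macrophages (TAM), T cells, B cells, granulocytes and monocytes took 2.47, 3.04, 0.148 and 0.862% of the counts in samples 1 to 4, and 5.04, 3.70, 0.164 and 0.866% with all immunoglobulin genes. Samples 1 and 2 leaned towards GC-rich transcripts and samples 3 and 4 away from them. Across genes, the deviation of a sample from the mean of all 7 RNA-seq libraries had a Spearman correlation with transcript GC content of 0.582, 0.503, -0.371 and -0.351 in samples 1 to 4, where genes are not independent replicates. In log2(CPM + 1), samples 1 and 2 had a Pearson correlation of 0.974 and samples 3 and 4 of 0.938, against 0.780 to 0.850 between these pairs. The submitters describe the profiling as done in duplicate, and whether each sample came from its own mouse is not given in the sources used here. P-values take the samples as independent and measure the spread between them, which may be partly technical.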

Gene Set Enrichment Analysis (GSEA) was used to examine the relatedness of NPC^TKO^ GBMs to molecular signatures of human GBMs. Among the four NPC^TKO^ GBM cells examined, three of them displayed molecular features of mixed The Cancer Genome Atlas proneural (TCGA-PN) and mesenchymal (MES) GBMs, with one bearing predominantly the TCGA-PN feature (Verhaak et al., 2010; Wang et al., 2017; Fig. S1M). Therefore, genetic inactivation of three tumor-suppressor genes in embryonic neural precursor cells (NPC^TKO^) leads to tumorigenesis of TCGA-MES and -PN GBMs in adult mice.

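Mesenchymal genes ranked high in 3 of the 4 NPC TKO samples and much lower in sample 3, in which proneural genes ranked highest. The single-sample enrichment (ssGSEA) score of a list of mesenchymal genes was 1.283, 1.240, 0.504 and 1.101 in samples 1 to 4, and that of a list of proneural genes was 0.968, 0.997, 1.329 and 1.085. The proneural score minus the mesenchymal score was -0.315, -0.243 and -0.0168 in samples 1, 2 and 4, and 0.825 in sample 3. The score of classical genes was 0.665, 0.611, 0.560 and 0.672. Each score was set against 10000 random lists of the same size, whose median was 0.279 for the mesenchymal list in sample 1, so that a score above 0 does not by itself set a list apart. The mesenchymal list lay at percentile 97.8 of the random lists in sample 3 and above every random list in the other samples, and the proneural list lay above every random list in all 4 samples. The place of the mesenchymal list in sample 3 turned with the setting. Among genes with a mean FPKM of at least 1 its score was -0.0500, at percentile 0.14. With z-scores in place of ssGSEA it was -1.25, at percentile 0. Z-scores are set against the mean of the 7 samples, so they compare samples and do not place the list within sample 3. Scores were computed on the deposited FPKM values with ranks weighted by an exponent of 0.25, and the lists were written from knowledge of the TCGA subtypes in place of the published gene sets, which were not used here. A single sample allows no test. Without the genes of the mesenchymal list that leukocytes also express, the proneural score was above the mesenchymal one in all 4 samples, by 0.105, 0.222, 0.885 and 0.218. In sample 4 the sign of the difference also turned with CPM in place of FPKM (0.156).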

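Sample 3, in which proneural genes ranked highest, held the least RNA of immune cells of the 4 NPC TKO samples. Of 33 measured TAM genes, 31 were below the range of the other 3 samples, with a median log2 difference of -3.80 to their mean. *C1qa*, a subunit of complement C1q made by microglia and macrophages, was read at 133 CPM in sample 3 and 6884, 8368 and 948 CPM in samples 1, 2 and 4. *Tmem119*, a microglial marker, was read at 6.72 CPM in sample 3 and 645, 800.2 and 49.2 CPM in samples 1, 2 and 4. Of 152 measured mesenchymal genes, 108 were below the range of the other samples and 9 above it, with a median log2 difference of -1.50. Of 115 proneural genes, 59 were above the range and 12 below it, with a median of 0.45. Endothelial genes had a median of -2.06 and astrocyte genes of -0.72, while cell cycle genes had a median of 0.37, which was -0.02 against sample 4 alone. Among 10000 random lists matched on mean expression, the proneural median was above all and the cell cycle median at percentile 99.5, and the TAM, mesenchymal, endothelial and astrocyte medians were below all. So were those of immediate early genes (-1.67, with 24 of 26 below the range, and -0.65 against sample 4 alone), interferon response genes (-1.15, with 20 of 26), T cell genes (-1.40) and granulocyte and monocyte genes (-1.65). The 10 genes with the largest positive differences were *B3gnt5*, *Dnm1l*, *Cdh19*, *Igf2bp2*, *Ube2v2*, *Gm42427*, *Gm42031*, *Cnbd2*, *Chl1* and *1300002E11Rik*, and the 10 with the largest negative ones were *Tmem119*, *Tlr12*, *Lag3*, *Hcar2*, *Dnase1l3*, *Tifab*, *C1qa*, *Cx3cr1*, *Fgd2* and *C1qc*. Among the former were *B3gnt5*, a glycosyltransferase, at 226 CPM in sample 3 and 4.04, 6.16 and 29.4 CPM in samples 1, 2 and 4, and *Cdh19*, a cadherin of glial precursors, at 133 CPM in sample 3 and 4.78, 2.03 and 24.1 CPM in samples 1, 2 and 4. Of the 10 genes with positive differences, *Ube2v2*, *Dnm1l*, *B3gnt5*, *1300002E11Rik* and *Igf2bp2* lie on chromosome 16 of mm10, between 15552677 and 22163299. The others lie on other chromosomes. The genes on chromosome 16 were at 42.9 to 465 CPM in sample 3, 3.93 to 91.4 CPM in sample 4 and 2.29 to 19.0 CPM in samples 1 and 2. Copy number in these samples was not examined. *Gm42427*, *Gm42031* and *Cnbd2* were at 16650, 1887 and 610.4 CPM in sample 3 and nearly as high in sample 4, at 16560, 1692 and 501 CPM. The FPKM values of *Cnbd2* were 1.06, 1.41, 0.674 and 1.15 in samples 1 to 4, so its rise in sample 3 was not seen in FPKM. Differences were taken on log2(CPM + 1). In all, 1587 of 16091 genes were above the range of the other 3 samples, by at least 1 log2 unit over their mean. By the same rule 2034 were below it. Both counts also ask for a CPM of at least 10 on the higher side, and 1 sample against 3 allows no test. Without sample 4 these were 2531 and 3011 genes. By chance 25% of genes lie above 3 other samples and 25% below, and 29.5% and 33.1% did. With FPKM 24.0% and 36.6% did, so the share above was not over chance there. After the trends with transcript GC content and length were removed, a setting chosen after seeing the data, 24.4% and 36.5% did. In that setting the rule that gave the 1587 genes above and 2034 below gave 605 above and 1790 below. From the scores of the samples in Fig. S1M, the paper concludes that the loss of the 3 tumor suppressors in embryonic precursors gives rise to mesenchymal and proneural GBMs.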

**Figure 1.**
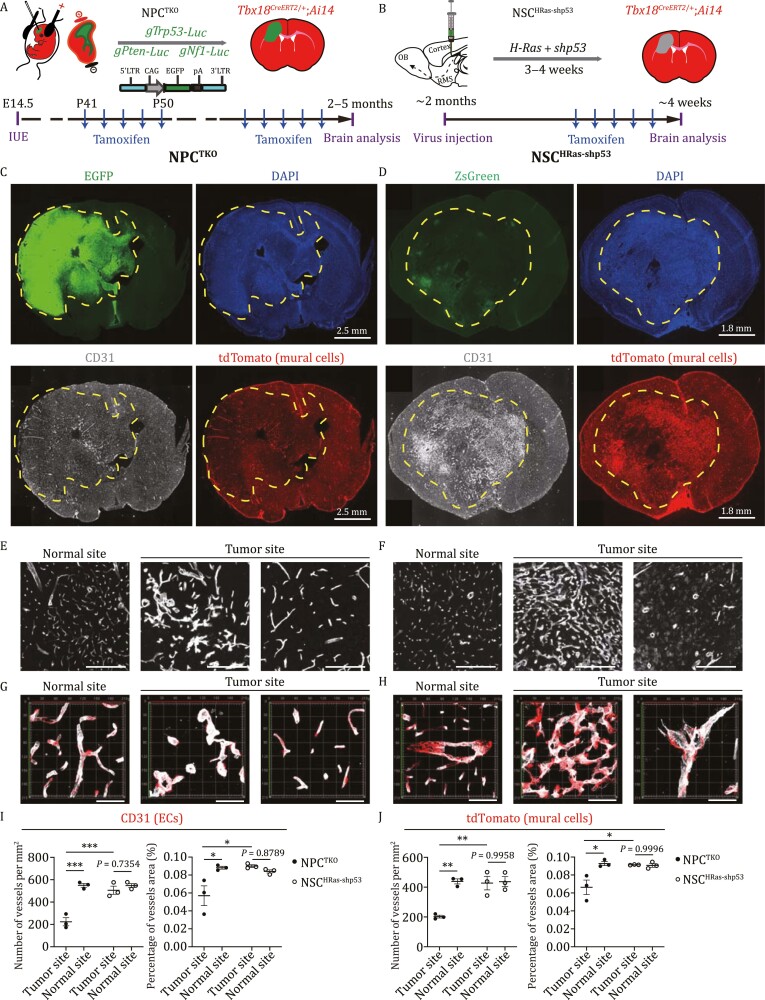
**Gliomagenesis induces widespread alterations of brain vasculature.** (A and B) The schematic illustrations showing *in vivo* gliomagenesis of NPC^TKO^ and NSC^HRas-shp53^ GBMs by (A) *in utero* electroporation and (B) injection of lentiviruses, respectively. (C and D) Representative NPC^TKO^ (C) and NSC^HRas-shp53^ (D) GBM brain sections of *Tbx18*^*CreERT2*/+^;*Ai14* mice were stained with indicated antibodies. CD31 and tdTomato signals depicting ECs and mural cells, respectively. (E–H) Images showing immunofluorescent staining of CD31 (E and F) and CD31/tdTomato (G and H) of NPC^TKO^ (E and G) and NSC^HRas-shp53^ (F and H) GBM brain sections. Scale bars, 200 µm (E and F), 60 μm (G and H). One normal (non-tumor) and two tumor regions of each model were shown. G and H were Z-stack images. Scale bars, 60 μm. (I and J) Comparisons of vessel numbers and area inside and across two GBM models by using CD31 (I) and tdTomato (J) signals, respectively. *n* = 3 for NPC^TKO^ and *n* = 3 for NSC^HRas-shp53^. Data are mean ± SEM. Statistical significance was determined using two-way ANOVA, after checking that our data fitted to a normal distribution (assessed by the Shapiro–Wilk normality test), *P < 0.05; **P < 0.01; ***P < 0.001.

In parallel, we established another GBM genetic model by transforming adult neural precursors into GICs *in situ* (Fig. 1B). Lentiviruses co-expressing *Trp53* short hairpin RNAs (shRNAs) and human constitutively active *HRAS*^*G12V*^ oncogene were injected into the ventricular-subventricular zone of adult C57BL/6 mice (NSC^HRas-shp53^), which developed high-grade glioma with typical histopathological features of GBM within 3–4 weeks after lentiviral injection (Fig. S1I; Marumoto et al., 2009; Neftel et al., 2019). Single-cell RNA sequencing (scRNA-seq) analysis of mouse NSC^HRas-shp53^ GBMs showed that each tumor contained three cellular states identified in human GBM, i.e. OPC-like, astrocyte-like (AC-like), and MES-like (Neftel et al., 2019). Interestingly, NSC^HRas-shp53^ GBMs contained significantly fewer OLIG2-expressing cells than NPC^TKO^ GBMs (Fig. S1J–L). RNA-seq transcriptome analyses indicated all three NSC^HRas-shp53^ GBMs molecularly recapitulate the TCGA-MES subtype of human GBMs (Fig. S1M). Moreover, like other genetic GBM models, both NPC^TKO^ and NSC^HRas-shp53^ tumors displayed mixed transcriptome signatures of OLGs, astrocytes, and OPCs but not neurons (Fig. S1N; Cahoy et al., 2008); and were associated with the OLG lineage-associated GBM subtype (Type 2) (Fig. S1O; Alcantara Llaguno et al., 2015; Wang et al., 2020).

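The 3 NSC HRas-shp53 samples were whole tumor tissue, from which RNA was isolated without sorting. The RNA of the targeted gene, *Trp53*, was read at 54.9, 82.3 and 59.1 CPM in samples 1 to 3, and endogenous *Hras*, on chromosome 7 of mm10 from 141189105 to 141194005, at 52.5, 42.1 and 34.0 CPM. A row for the human *HRAS* transgene was not analysed here, and there is no control without the short hairpin RNA. The total counts were 18433805, 17529054 and 19840860, processed as for the sorted cells. Mitochondrial genes took 5.39, 4.19 and 1.79% of the counts, against 0.783, 0.411, 1.15 and 0.929% in the NPC TKO samples. Genes of leukocytes took 1.58, 0.671 and 0.997%. In log2(CPM + 1), NPC TKO samples 1 and 2 had Pearson correlations of 0.734 to 0.812 with the NSC HRas-shp53 samples. NPC TKO sample 3 had 0.797 to 0.814 and sample 4 had 0.844 to 0.858. With NPC TKO samples 1 and 2, sample 3 had 0.780 and 0.781 and sample 4 had 0.843 and 0.850. NPC TKO samples 3 and 4 were thus about as close to the other model as to NPC TKO samples 1 and 2. The model and the preparation (sorted cells or whole tissue) change together, so no test can separate them. A difference in mouse strain between the models was not excluded either.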

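Mesenchymal genes ranked higher than proneural genes in all 3 NSC HRas-shp53 samples. The ssGSEA score of the mesenchymal list was 1.474, 1.381 and 1.504 in samples 1 to 3, that of the proneural list 0.894, 0.776 and 0.804 and that of the classical list 0.934, 0.962 and 0.912. The proneural score minus the mesenchymal score was -0.580, -0.604 and -0.700, and it stayed below 0 in every alternative run, the mesenchymal list without leukocyte, vessel and fibroblast genes included. The mesenchymal list lay above every one of 10000 random lists in each sample. Of the mesenchymal list, *Anxa1*, a phospholipid-binding protein, was read at 70.6, 77.7 and 110.1 CPM, and *Thbd*, thrombomodulin, at 94.3, 330.0 and 203 CPM. *Fn1*, which encodes the matrix protein fibronectin, was read at 1795, 1457 and 3414 CPM. *Fn1* belongs to the fibroblast and matrix lists and not to the mesenchymal list. The paper states from the transcriptomes in Fig. S1M that the 3 tumors resemble the TCGA-MES subtype.

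**Figure D1:**
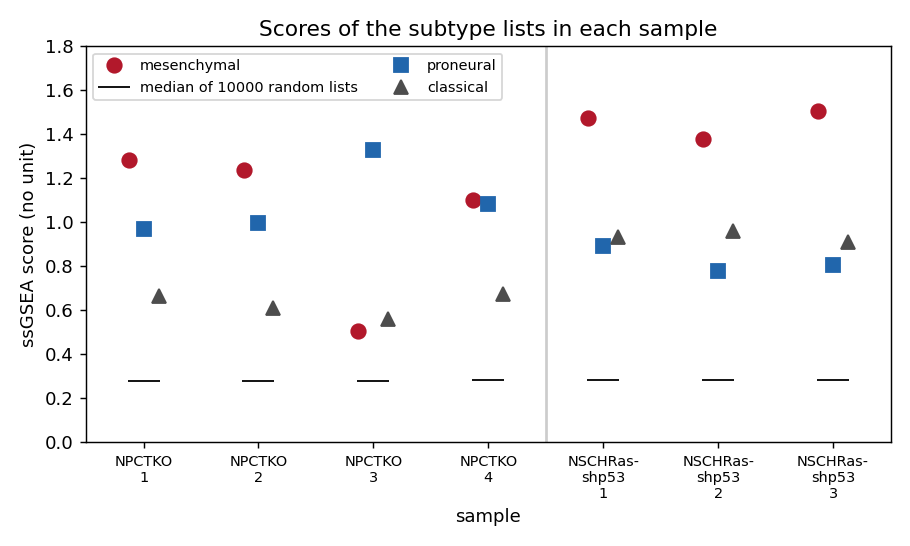
ssGSEA score (vertical axis, no unit) of the mesenchymal, proneural and classical lists in each of the 4 NPCTKO and 3 NSCHRas-shp53 samples (horizontal axis), with 1 point per list and sample and a black dash at the median of 10000 random lists of the size of the mesenchymal list. The mesenchymal score lies between 1.381 and 1.504 in the NSCHRas-shp53 samples and at 0.504 in NPCTKO sample 3.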

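Genes of oligodendrocyte precursors (OPCs) and of oligodendrocytes (OLGs) ranked high in both models, astrocyte genes ranked high in NSC HRas-shp53 tissue, and neuronal genes had the lowest score of the 4 lineages in each of the 7 samples. The ssGSEA score of the OPC list was 0.728 ± 0.0215 (SD, n = 4) in NPC TKO and 0.446 ± 0.0602 (SD, n = 3) in NSC HRas-shp53 samples, and the astrocyte score was 0.163 ± 0.0742 (SD, n = 4) in NPC TKO and 0.577 ± 0.0164 (SD, n = 3) in NSC HRas-shp53 samples. The OLG score was 0.546 ± 0.143 (SD, n = 4) in NPC TKO and 0.549 ± 0.149 (SD, n = 3) in NSC HRas-shp53 samples, and the neuron score -0.213 ± 0.0352 (SD, n = 4) in NPC TKO and 0.181 ± 0.0464 (SD, n = 3) in NSC HRas-shp53 samples. All 7 samples had OPC and OLG scores above percentile 99 of random lists. The astrocyte list reached percentiles 66.3, 80.8, 32.8 and 97.5 in NPC TKO samples 1 to 4 and lay above every random list in the NSC HRas-shp53 samples. The neuron list lay below all but 0.01% of random lists in each NPC TKO sample, and at percentiles 88.7, 59.2 and 93.2 in NSC HRas-shp53 samples 1 to 3. These percentiles are for FPKM, and they depend on the measure. With CPM the neuron scores of the NSC HRas-shp53 samples and the astrocyte scores of NPC TKO samples 1 to 3 were at or above percentile 97.5. The neuron scores of the NPC TKO samples then lay between percentiles 2.5 and 97.5. With CPM the mean neuron score was 0.0693 ± 0.0322 (SD, n = 4) in NPC TKO and 0.464 ± 0.0577 (SD, n = 3) in NSC HRas-shp53 samples. The mean astrocyte score in NPC TKO samples was then 0.424 ± 0.0780 (SD, n = 4). OPC, astrocyte and neuron scores did not overlap between the models (exact permutation test, two-sided, p = 0.029 for each, the smallest that 4 samples against 3 allow), and the OLG means differed by less than the spread between samples (exact permutation test, p = 1).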

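More genes of astrocytes and neurons were higher than lower in NSC HRas-shp53 tissue than in NPC TKO cells, more genes of OPCs were lower than higher, and few genes of OLGs differed. Of 41 OPC genes tested between the models, 1 was higher and 19 lower in NSC HRas-shp53 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (1 higher and 26 lower when adjusted over the list alone). *Cspg4*, the NG2 proteoglycan of OPCs, was at 581 ± 291 CPM (SD, n = 4) in NPC TKO and 58.7 ± 10.2 CPM (SD, n = 3) in NSC HRas-shp53 GBMs (log2 fold change -3.31, standard error 0.50, adjusted p = 0.0076 from edgeR's quasi-likelihood test). *Olig2*, a transcription factor of the OPC lineage, had a log2 fold change of -2.12 (adjusted p = 0.022 from edgeR, and 0.078, 0.065 and 0.10 without NSC HRas-shp53 sample 1, 2 or 3). *Cacng4*, *Sapcd2* and *Dll1* had log2 fold changes of -2.48, -4.41 and -2.69 (adjusted p = 0.0051 to 0.0063 from edgeR). Of 54 astrocyte genes, 27 were higher and 0 lower (36 higher and 1 lower when adjusted over the list alone). *Fam107a* was at 2.72 ± 1.85 CPM (SD, n = 4) in NPC TKO and 400.4 ± 106 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. *Gfap*, the intermediate filament of astrocytes, had FPKM values of 51.2 ± 31.7 (SD, n = 4) in NPC TKO and 867 ± 202 (SD, n = 3) in NSC HRas-shp53 samples, and limma gave a log2 difference of 4.27 (standard error 0.52, adjusted p = 0.0022 from limma). *Slc39a12*, *Cpe*, *Fam107a* and *Dio2* had log2 fold changes of 5.54, 2.77, 7.21 and 2.65 (adjusted p = 0.0028 to 0.0039 from edgeR). Of 55 neuronal genes, 28 were higher and 1 lower (35 higher and 1 lower when adjusted over the list alone). *Syt1*, a synaptic vesicle protein, was at 9.62 ± 4.77 CPM (SD, n = 4) in NPC TKO and 93.0 ± 28.4 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. *Slc12a5*, *Sp8*, *Sv2b* and *Syt1* had log2 fold changes of 3.19, 6.72, 4.57 and 3.27 (adjusted p = 0.0027 to 0.0068 from edgeR). Of 46 OLG genes, 3 were higher and 1 lower (3 higher and 1 lower when adjusted over the list alone), and *Mbp*, which encodes myelin basic protein, was at 1997 ± 1320.3 CPM (SD, n = 4) in NPC TKO and 2076 ± 2130.1 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. *Edil3*, *Apod*, *Ermn* and *Bmp4* had log2 fold changes of 2.15, 3.23, 3.07 and -2.13 (adjusted p = 0.0052 to 0.020 from edgeR). In the other fits, *Edil3* was called in 18 of 19 (lost in 1 fit, adjusted p up to 0.17), *Ermn* in 16 of 19 (lost without NSC HRas-shp53 sample 1 or 2 and in 1 more fit, adjusted p up to 0.060) and *Bmp4* in 15 of 18 (lost without NSC HRas-shp53 sample 2 or 3 and in 1 more fit, adjusted p up to 0.11). The lists were tested with camera at a preset correlation of 0.01, which called the OPC, astrocyte and neuron lists (adjusted p = 3.4e-11, 8.6e-21 and 3.1e-14), and none with an estimated correlation (adjusted p = 0.12, 0.070 and 0.055 with an estimated correlation). With fry, another limma test, the OPC, astrocyte and neuron lists were called (adjusted p = 0.0050, 0.0016 and 0.0016 from fry). The OLG list was not called with all samples and no replicate block (adjusted p = 0.73 with camera). It was called lower in NSC HRas-shp53 with the replicate block (adjusted p = 0.019) and without NSC HRas-shp53 sample 1 (adjusted p = 0.040), and was called higher in NSC HRas-shp53 without NPC TKO samples 1 and 2 together (adjusted p = 0.044), a setting chosen after seeing the data. The lists of the Type 1 and Type 2 subtypes were not analysed here. Whole tissue can hold astrocytes and neurons beside the tumor cells, and the sorted cells were compared with such tissue.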

### GBM tumorigenesis induces widespread alterations of brain vasculature

We next examined how the two types of GBMs affected vasculature structures in the brain. NPC^TKO^ and NSC^HRas-shp53^ GBMs were generated *de novo* in *Tbx18*^*CreERT2*/+^;*Ai14* brains in which mural cells were genetically labeled upon tamoxifen administration. In line with previous studies, 99.8% of pericytes (CD146^+^PDGFRB^+^) and 99.6% of ACTA2-expressing vSMCs were co-labeled with *Tbx18*-driven tdTomato in wild-type *Tbx18*^*CreERT2*/+^;*Ai14* brains, reconfirming the reliability of *Tbx18* in labeling mural cells (Fig. S2A). Consistently, mural cells of NPC^TKO^ and NSC^HRas-shp53^ GBMs were extensively labeled with *Tbx18*-driven tdTomato and overlaid CD31-labeled ECs (Fig. 1G and 1H). In both models, the CD31 signals of ECs were enhanced, and many tumor vessels were dilated, stiffened, concentrated, or highly disorganized (Fig. 1C–H). To our surprise, in NPC^TKO^ GBMs there were fewer vessels and decreased vessel coverage in tumor regions relative to non-tumor sites, with vessels exhibiting glomeruli-like structures. In contrast, in NSC^HRas-shp53^ GBMs, vessels were greatly dilated and interwoven into net-like structures, with increased vessel density and vessel area when compared to vessels in NPC^TKO^ GBMs (Fig. 1E–J). Since NPC^TKO^ GBMs contained significantly more OLIG2^+^ cells than NSC^HRas-shp53^ GBMs (Fig. S1L), these observations are in line with a previous study showing that OLIG2-positive GBMs had almost normal vasculature, whereas OLIG2-negative GBMs promote angiogenesis and blood–brain barrier breakdown (Griveau et al., 2018).

### Minimal trans-differentiation of GBM cells into mural cells

We next explored the possibility of trans-differentiation of GBM cells into mural cells. Pregnant *Tbx18*^*H2B*-*GFP*/+^ mice were electroporated to allow us to examine fate choices of DsRed-labeled malignant cells in NPC^TKO^ GBMs. In line with previous studies, almost all mural cells, i.e., 99.4% of vSMCs and 99.7% of pericytes, were genetically labeled by *Tbx18*-driven nuclear GFP (H2B-GFP) in *Tbx18*^*H2B*-*GFP*/+^ brains (Fig. S2A; Guimaraes-Camboa et al., 2017). If GICs could differentiate into mural cells, we expected to observe DsRed^+^/GFP^+^ double-positive cells, because most GBM cells stably expressed DsRed. Flow cytometry analyses showed that DsRed^+^ GBM cells and *Tbx18*::H2B-GFP^+^ mural cells were separate populations, with only very few double-labeled cells detected (Fig. 2A), the latter of which could be rare trans-differentiation events or misexpression of *Tbx18* by some GBM cells.

**Figure 2.**
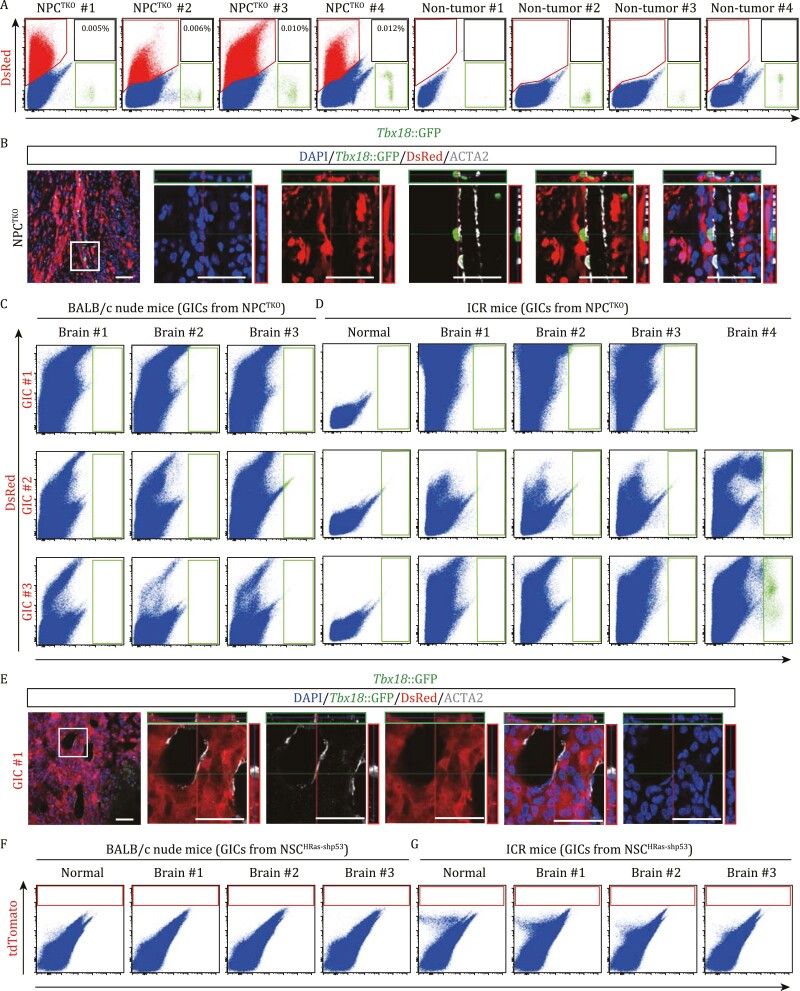
**Glioblastoma cells scarcely gave rise to mural cells in genetic GBM brains, but could promiscuously express *Tbx18* upon allografting.** (A) Flow cytometry assays for four NPC^TKO^ GBM and four non-tumor brains (*Tbx18*^*H2B-GFP*/+^) indicating minimal co-labeling of DsRed^+^ GBM cells with *Tbx18*-expressing mural cells. Percentages of GFP-expressing GBM cells were shown. (B) Z-stack images (boxed area in the left panel) of the section of a NPC^TKO^(*Tbx18*^*H2B-GFP*/+^) GBM brain. Scale bars, 50 μm. (C and D) Flowcytometry assays of BALB/c nude (C) and ICR (D) brains allografted by three GIC lines derived from NPC^TKO^(*Tbx18*^*H2B-GFP*/+^) GBMs. DsRed signals represent GBM cells. (E) BALB/c nude mice were intracranially allografted with GICs derived from a NPC^TKO^(*Tbx18*^*H2B-GFP*/+^) GBM. Representative immunofluorescent (left) and Z-stack images showing expressions of *Tbx18*::H2B-GFP and spatial relationships of allografted DsRed-expressing GICs with ACTA2^+^ mural cells. Scale bars, 50 μm. (F and G) Flow cytometry assays of BALB/c nude (F) and ICR (G) brains allografted by GICs derived from a NSC^HRas-shp53^(*Tbx18*^*CreERT2*/+^;*Ai14*) GBM.

In parallel studies, tumor sections were immunostained for *Tbx18*::H2B-GFP and smooth muscle actin alpha 2 (ACTA2), a marker for most vSMCs. Confocal imaging and 3D reconstruction demonstrated that, although many DsRed^+^ GBM cells were in close proximity to blood vessels, no overlap between GBM cells and the ACTA2 signal or *Tbx18*::H2B-GFP could be detected (Figs. 2B and S2B; Video S1).

### Negligible differentiation of GBM stem-like cells into mural cells following intracranial grafting

Previous studies suggested that GICs with stem-like features could mostly recapitulate pathological and molecular features of primary GBMs upon intracranial transplantation. In addition, mouse GICs derived from the two GBM models could propagate tumors in both immunocompromised and immunocompetent environments, which facilitated additional lineage-tracing studies. Tumor cells derived from NPC^TKO^(*Tbx18*^*H2B-GFP*/+^) GBMs were *in vitro* cultured in serum-free conditions to propagate GICs (Ignatova et al., 2002; Pollard et al., 2009) followed by fluorescence-activated cell sorting (FACS) to enrich DsRed^+^ GICs. We next grafted DsRed^+^ GICs intracranially into nude and ICR mice to produce allograft tumors. No DsRed^+^/*Tbx18*::H2B-GFP^+^ or DsRed^+^/ACTA2^+^ double-positive cells were observed in sections of intracranial tumors by IF staining (Figs. 2E and S2C). By flow cytometry, although no *Tbx18*::H2B-GFP^+^ double-positive cells were detected in 9 nude brain grafts or in 11 outbred ICR grafts, two ICR grafts contained a very small portion of *Tbx18*::H2B-GFP cells: of 2.8 million cells analyzed, only 365 and 3523 *Tbx18*::H2B-GFP cells were detected, respectively, in the two ICR grafts (Fig. 2C and 2D). However, these *Tbx18*::H2B-GFP cells did not express ACTA2 and located away from ACTA2-labeled vessels (Fig. S2F). We then stained sections of these two ICR brains to address whether these *Tbx18*::H2B-GFP cells represented fully trans-differentiated mural cells or whether they were GBM cells that misexpressed *Tbx18*. IF data showed that ~98% of *Tbx18*::H2B-GFP cells co-expressed GBM markers SOX2 and/or OLIG2, and exhibited a clustered distribution consistent with clonal propagation, suggesting that *Tbx18* was being misexpressed by a subset of GBM cells that retained expression of GBM markers (Fig. S2D and S2E).

In addition, GICs derived from an NSC^HRas-shp53^(*Tbx18*^*CreERT2*/+^;*Ai14*) GBM sample were implanted into brains of BALB/c nude and ICR mice. Tamoxifen was injected once per week for the first 2 weeks and three times in the third week (Fig. S2F). Therefore, cells that expressed *Tbx18* would be labeled by tdTomato. Flow cytometry analyses did not detect tdTomato^+^ cells (progeny of *Tbx18-*expressing cells) in either nude or ICR GBM grafts (Fig. 2F and 2G). Moreover, IF staining showed that the few rarely detected tdTomato^+^ cells in these grafts were located distantly from CD31^+^ vessels and co-expressed SOX2 and/or OLIG2, indicating their GBM cell properties (Fig. S2G and S2H). Next, we transplanted human GBM stem-like cells labeled with ZsGreen into nude mouse brains (Li et al., 2017), but did not observe ZsGreen^+^ACTA2^+^ cells in all brain sections (Fig. S3). Altogether, these findings demonstrated that GICs were barely able to differentiate into mural cells in allografted or xenografted animals, although rarely a small percentage of GBM cells expressed markers for mural cells during gliomagenesis.

### GBM cells failed to trans-differentiate into ECs

To examine the potential trans-differentiation of GBM cells into hematopoietic or endothelial lineages, we performed lineage-tracing studies by generating NPC^TKO^ and NSC^HRas-shp53^ GBMs in *Tek*-Cre;*Ai14* brains, in which 99.8% of ECs (Kisanuki et al., 2001) and 90.1% of TAMs (Gomez Perdiguero et al., 2015) were genetically labeled with cytosolic tdTomato (Fig. S4A). TAMs are derived from brain-resident microglia and infiltrated macrophages and express Iba1 (Poon et al., 2017; Quail and Joyce, 2017).

At postnatal days 60–150, GBM brains were minced and digested into single-cell suspensions for flow cytometry analyses. Akin to findings showed in Fig. 2A, EGFP^+^ GBM cells and tdTomato^+^ cells labeled by *Tek*-Cre were distinct populations, with only a small fraction of double-labeled cells detected (Fig. 3A), likely owing to misexpression of *Tek* by a few GBM cells during tumorigenesis. Interestingly, vessel walls were largely intact and did not show evidence of GBM cells invading or being incorporated into vascular structures, with numerous Iba1^+^ TAMs aggregated around tumor vessels (Fig. S4D). Many tumor vessels were fully or partially covered with ACTA2-expressing mural cells (Fig. 3B). Importantly, although many EGFP^+^ tumor cells of NPC^TKO^ GBMs were in close proximity to blood vessels, no overlap of EGFP with the tdTomato signal was observed, arguing against cross-lineage differentiation of EGFP-expressing GBM cells into tdTomato-labeled endothelial or microglia/macrophage lineages (Figs. 3B and S4E; Video S2).

**Figure 3.**
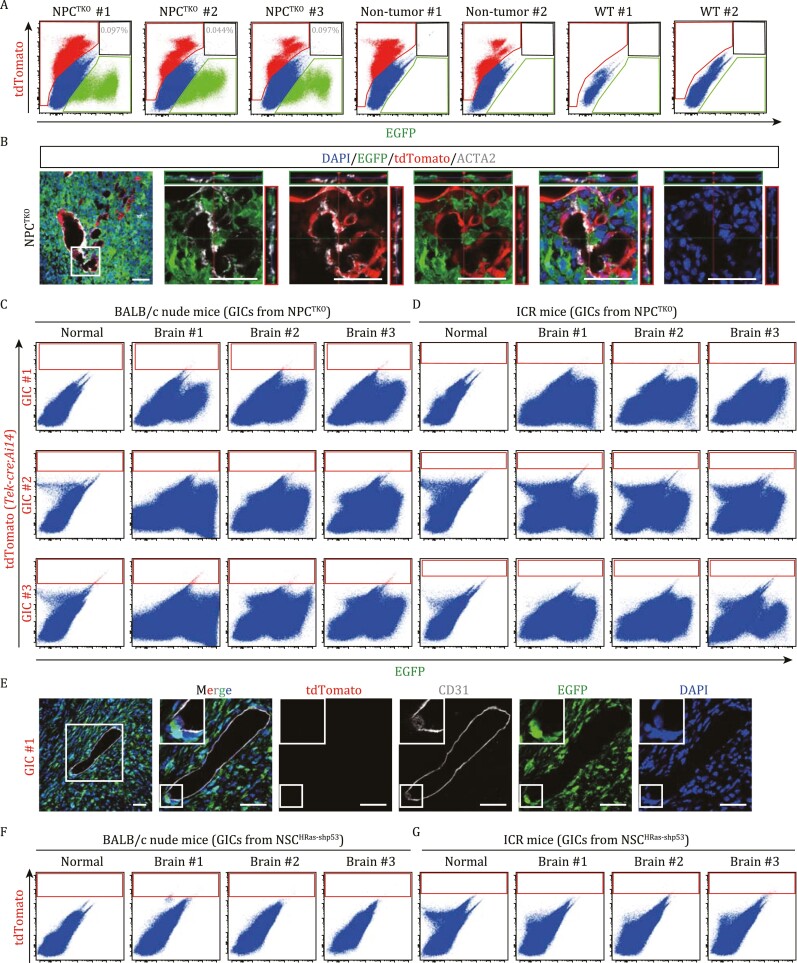
**Glioblastoma cells did not give rise to ECs and TAMs in genetic glioblastoma brains.** (A) Flow cytometry assays for three NPC^TKO^ (*Tek-Cre*;*Ai14*) GBM brains and two *Tek-Cre;Ai14* non-tumor brains indicating minimal co-labeling of EGFP^+^ glioblastoma cells with tdTomato-expressing ECs and TAMs. Percentages of tdTomato-expressing GBM cells were shown. Two wild-type (WT) brains were used for gating. (B) Z-stack images (boxed area in the left panel) of the section of a NPC^TKO^ (*Tek-Cre*;*Ai14*) GBM brain showing spatial relationship between tumor cells (EGFP^+^), ECs (tdTomato^+^), and mural cells (ACTA2^+^). Scale bars, 50 μm. (C and D) Flow cytometry assays of BALB/c nude (C) and ICR (D) brains allografted by three GIC lines derived from NPC^TKO^ (*Tek-Cre*;*Ai14*) GBMs. EGFP signals represent GBM cells. (E) BALB/c nude brains were allografted with GICs derived from a NPC^TKO^ (*Tek-Cre*;*Ai14*) GBM. Scale bars, 50 μm. Representative images showing immunofluorescent staining of brain sections using indicated antibodies. The boxed area was enlarged on right panels. (F and G) Flow cytometry assays of BALB/c nude (F) and ICR (G) brains allografted by a GIC lines derived from a NSC^HRas-shp53^ GBM sample.

### Absence of EC differentiation by GBM stem-like cells following intracranial grafting

Next, EGFP^+^ GICs derived from three NPC^TKO^(*Tek-Cre*;*Ai14)* GBMs were grafted into brains of immunocompromised BALB/c nude mice or immunocompetent ICR mice to produce allograft tumors. If GICs could differentiate into ECs, we expected to observe EGFP^+^/tdTomato^+^ double-positive cells. However, in flow cytometry experiments, we did not detect EGFP^+^/tdTomato^+^ cells from grafted tumors (Fig. 3C and 3D). Consistent with these results, only a few EGFP^+^/tdTomato^+^ cells were visualized in sections of intracranial tumors; however, these double-labeled cells lacked EC morphology and did not express CD31 (Figs. 3E and S4F).

To ask whether GBM cells derived from NSC^HRas-shp53^ tumors could produce ECs, we also implanted GICs enriched from NSC^HRas-shp53^(*Tek-Cre*;*Ai14*) GBMs into brains of BALB/c nude and ICR mice. In line with findings using NPC^TKO^ GICs, by flow cytometry we did not detect tdTomato^+^ cells (progeny of *Tek-*expressing cells) from grafted tumors derived from NSC^HRas-shp53^ GICs (Fig. 3F and 3G). Rare tdTomato^+^ cells could be seen in grafted brains; however, these cells were located distantly from vessels and did not express CD31 (Fig. S4G), indicating misexpression of *Tek* rather than trans-differentiation. Thus, GICs did not give rise to ECs *in vivo* under either immunocompromised or immunocompetent conditions in our experimental settings.

### scRNA-seq of GBM cells distinguishes tumor from non-tumor cell types

We next deployed scRNA-seq to characterize distinct cell types within GBM samples followed by analyses of lineage relationships between malignant cells and vascular cells. Two GBM specimens from the NPC^TKO^ model, one of each being generated in either *Tek*-Cre;*Ai14* or *Tbx18*^*CreERT2*/+^;*Ai14* brains, were dissected and enzymatically digested into single-cell suspensions, then subjected to 10× Genomics scRNA-seq. A total of 25,667 single cells were successfully sequenced (Fig. 4A).

**Figure 4.**
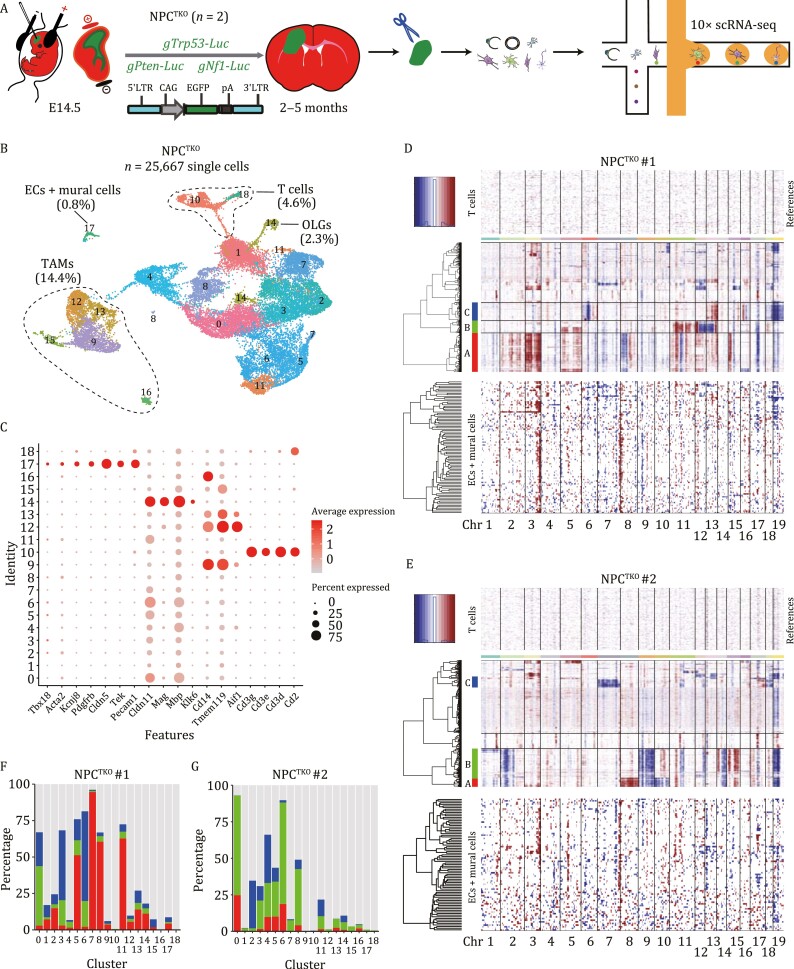
**CNV patterns and distributions of vascular cells and malignant cells in NPC** ^**TKO**^ **GBM samples.** (A) The schematic illustration showing *in vivo* gliomagenesis of NPC^TKO^ GBMs by *in utero* electroporation followed by scRNA-seq. (B) UMAP plots visualizing cell clustering of NPC^TKO^ GBM samples. Clusters and ratios of ECs and mural cells, T cells, TAMs, and OLGs were indicated. (C) Dot plots showing expression levels of selected marker genes across clusters of NPC^TKO^ GBMs. (D and E) CNV patterns of two NPC^TKO^ GBMs are shown, with red and blue colors indicating amplifications and deletions, respectively. Using the inferCNV algorithm, inference of chromosomal CNVs was based on average relative expression in windows of 100 analyzed genes. Rows correspond to cells; non-malignant T cells that lack CNVs are shown at the top, followed by other cells ordered by overall CNV patterns. Clusters of malignant cells were marked as colored bars. CNV patterns of ECs and mural cells were shown at the bottom. (F and G) Bar plots showing percentages of malignant cells in each cluster of two NPC^TKO^ GBM samples. Cells in Cluster 17 were designated as vascular cells.

Uniform Manifold Approximation and Projection (UMAP) was employed for dimensionality reduction to cluster cells, which stratified cells into 18 principal cell clusters (Figs. 4B and S5A; Table S1). Well-established marker genes were then mapped onto the UMAP representation to designate cell types. Specifically, vascular cells (*Pecam1*, *Cldn5*, and *Tek* for ECs; *Pdgfrb*, *Kcnj8*, *Acta2*, and *Tbx18* for mural cells) (Fig. S5B and S5C), TAMs (*Cd14*, *Aif1*, and *Tmem119*), OLGs (*Klk6*, *Mag*, *Mbp*, and *Cldn11*), and T lymphocytes (*Cd2*, *Cd3d*, *Cd3e*, and *Cd3g*) were respectively clustered into distinct groups. Notably, clusters of ECs and mural cells were either non-separable or close to each other, indicating their lineage kinship. Putative tumor cells (Fig. 4B and 4C) widely expressed neural stem cell (NSC) markers (*Sox2*, *Nestin*, and *Olig2*) and *Pdpn*, a marker indicating the mesenchymal-like state of GBM cells (Hara et al., 2021; Fig. S5E). As expected, expression of *Luciferase* and *Egfp* could be mostly detected in cells showing NSC features (Fig. S5D). However, interestingly, expression of markers for ECs or mural cells was not confined to vascular cell clusters, but could be also detected, although at comparably moderate levels, in other cell types. This was particularly true for *Cspg4* (*Ng2*), a marker also labeling OPCs, which was highly expressed in GBM cells. Consistently, although expression of *tdTomato* was predominant in vascular cells and TAMs, it could be also detected in other cell clusters, demonstrating aberrant expression of vascular cell markers during GBM tumorigenesis (Fig. S5D). On the other hand, expression of NSC markers could be detected at relatively moderate levels in non-neural cells (Fig. S5E), echoing a recent scRNA-seq study of human GBMs (Bhaduri et al., 2020).

In addition, a substantial portion of tumor cells and non-tumor cells expressed *Mki67*, indicative of their proliferative status (Fig. S5E). In summary, analyses of scRNA-seq data of NPC^TKO^ GBMs supported our lineage-tracing analyses by showing that although vascular cells and TAMs clustered in groups clearly distinct from those of malignant cells, some GBM cells promiscuously expressed markers of other lineages, thus emphasizing the need to exercise extreme caution before assigning cell-type identity by using a few individual marker(s).

### CNVs of vascular cells are distinct from those of GBM cells

Cells with common ancestors bear similar genetic variations such as CNVs, and recent studies have analyzed lineage relationships according to CNVs (Patel et al., 2014; Venteicher et al., 2017). To further explore the lineage relationship between tumor cells and non-tumor cells, we therefore utilized scRNA-seq data to compare CNV signatures of GBM cells with those of vascular cells. Our assumption was that if ECs and mural cells arise by trans-differentiation from GBM cells, they should share common CNVs with tumor cells. We performed CNV analyses in NPC^TKO^ GBM samples, utilizing CNVs of T cells as the reference (Fig. 4D and 4E). Using the inferCNV algorithm, CNVs were estimated by sorting the analyzed genes by their chromosomal location and applying a moving average to the relative expression values, with a sliding window of 100 genes within each chromosome. Hierarchical clustering grouped the rest single cells into multiple cell groups based on their CNV properties. Three groups of malignant cells (Group A/B/C) could be identified from each of the two NPC^TKO^ GBM specimens based on their prominent CNV characteristics (Tables S2 and S3), including genomic deletions and amplifications, which showed intra-tumoral and inter-tumoral heterogeneity. We found that CNV patterns of vascular cells were distinct from those of malignant cells. Cells recognized as malignant were then assigned into cellular clusters previously grouped according to their transcriptome signatures (Fig. 4B and 4C). Not surprisingly, clusters 0, 3, 4, 5, 6, 7, 8, and 11 of the two NPC^TKO^ GBMs contained significant portions of malignant cells. More than 90% of vascular cells from the two NPC^TKO^ GBM samples (cluster 17: 84/92 of NPC^TKO^ #1 and 80/81 of NPC^TKO^ #2) were designated as non-malignant cells (Fig. 4F and 4G). For the few malignant cells that were clustered into vascular cells, we reasoned that these cells might display some transcriptome features of vascular cells. Alternatively, some vascular cells could acquire a certain CNV characteristics of malignant cells due to clonal expansion (Zhou et al., 2020). In addition, the copyKAT (copynumber karyotyping of tumors) algorithm was applied to assign CNVs for individual cells (Gao et al., 2021), which also designated most vascular cells as diploid non-malignant cells: 85/92 for NPC^TKO^ #1 and 80/81 for NPC^TKO^ #2.

Next, we superimposed CNV signals and correlations between vascular cells and T cells on those of each batch of malignant cells. “CNV signal” reflects the overall extent of CNVs of each cell, defined as the mean of the squares of CNV values across the genome. “CNV correlation” refers to the correlation between the CNV profile of each cell and the average CNV profile of all malignant cells from the corresponding tumor cluster. Of the three clusters of malignant cells in the two NPC^TKO^ GBM samples, CNV properties for vascular cells and T cells were largely distinct from malignant cells, supporting distinct lineage origins for these cell types (Fig. S6A–L). Of note, CNVs of NSC^HRas-shp53^ GBM cells were less drastic than those of NPC^TKO^ GBM cells, probably due to different onco-drivers and/or the shorter gliomagenesis period for NSC^HRas-shp53^ GBMs (data not shown).

### CNVs of vascular cells are distinct from those of malignant cells in human GBM samples

To investigate the possibility that ECs and mural cells of human GBMs could derive from malignant cells, we analyzed CNV features of human GBM samples. To this end, high-quality scRNA-seq data of two GBM samples—SF11247 and SF11285—generated by Bhaduri et al. was analyzed (Bhaduri et al., 2020). For sample SF11247, 12 398 cells were grouped into 18 clusters, with ECs and mural cells in close-related but distinct clusters (Fig. S7A, S7C, and S7E; Table S4). For sample SF11285, 11 433 cells were grouped into 14 clusters, with ECs and mural cells in the same cluster (Fig. S7B, S7D, and S7F; Table S5). Similar to findings with mouse GBM samples, expression of most vascular cell markers could be also detected in other cell types (Fig. S7E and S7F). CNV analyses were performed utilizing scRNA-seq data, designating CNVs of T cells, TAMs, and OLGs as the reference. We empirically split GBM cells of each sample into two groups according to their CNV properties (Fig. 5A and 5B). For example, Group A cells of SF11247 showed GBM hallmarks of chromosome 7 gain and chromosome 10 loss; whereas Group B cells of SF11247 displayed gain of chromosome 3 and 10, as well as loss of chromosome 13 (Fig. 5A). As to SF11285, Group A cells contained widespread amplifications and deletions; but Group B cells had prominent amplifications of chromosome 7, 8, 12, 18, and 19 (Fig. 5B). Consistent with data acquired from mouse genetic models, CNV patterns of vascular cells were largely distinct from those of tumor cells. Intriguingly, although some vascular cells shared a few common CNV signatures with malignant cells, including amplification of chromosome 16, CNVs unique to vascular cells such as the amplification of chromosome 13 could be detected in SF11285 (Fig. 5B), suggesting potential clonal expansion following this chromosomal abnormality, similar to findings in a recent report which found that some stromal cells, including immune cells, fibroblasts, and ECs, of human colorectal cancer carried genomic alterations with distinct features probably due to clonal expansion (Zhou et al., 2020).

**Figure 5.**
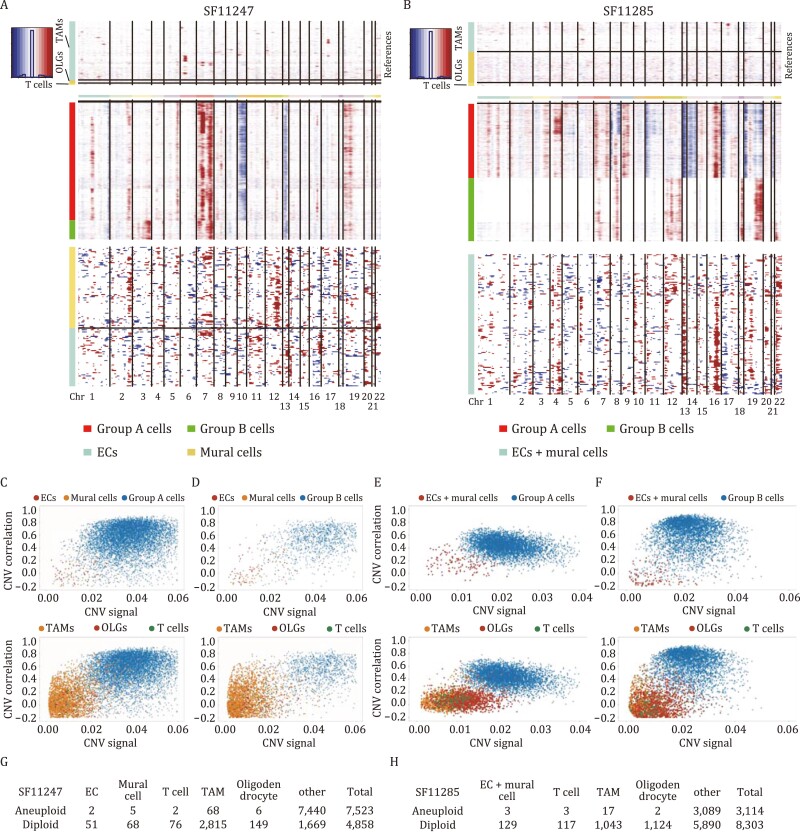
**CNV patterns were separated between human GBM cells and vascular cells.** (A and B) CNV patterns of two human GBM samples—SF11247 (A) and SF11285 (B) were shown. Using the inferCNV algorithm, inference of chromosomal CNVs was based on average relative expression in windows of 100 analyzed genes. Rows correspond to cells; non-malignant TAMs, OLGs and T cells that lack CNVs are shown at the top, followed by other cells ordered by overall CNV patterns. CNV patterns of ECs and mural cells were shown at the bottom. (C–F) Plots depicting CNV signals, and correlations of vascular cells (top), TAMs, OLGs, and T cells (bottom), with different groups of malignant cells—SF11247 (C and D) and SF11285 (E and F). (G and H) Numbers of indicated cell types designated as aneuploid malignant and diploid normal cells in SF11247 (G) and SF11285 (H) GBMs were calculated using the copyKAT algorithm.

We then calculated and compared CNV signals and CNV correlations with malignant cells (Neftel et al., 2019). In both tumors, similar to non-tumor TAMs, OLGs, and T cells, most vascular cells had lower CNV signals and were less correlated with GBM cells (Fig. 5C–F), thus forming distinct groups. Consistently, the copyKAT algorithm also assigned the majority of vascular cells as diploid non-malignant cells: for GBM SF11247, ECs—49/51, mural cells—63/68; for GBM SF11285, 126/129. Notably, a small ratio of T cells, TAMs, and OLGs were also assigned as aneuploid cells (Fig. 5G and 5H; Table S6). Thus, CNV properties of vascular cells were distinct from malignant cells in both mouse and human GBMs, strongly suggesting that vascular cells were derived from lineage(s) other than GBM cells.

### ECs and mural cells propagate upon GBM tumorigenesis

Single-cell sequencing had demonstrated the presence of proliferating cells, as marked by expression of *Ki67*, in both tumor cells and vascular cells (Figs S5D, S7E, and S7F). To further investigate cell types that were proliferating, tumor sections of NPC^TKO^ and NSC^HRas-shp53^ brains from genetically labeled animals were co-immunostained with Ki67. Results demonstrated that in NPC^TKO^ GBM brains, ~7% of tdTomato^+^ cells in *Tek-Cre*;*Ai14* mice, and ~7% of *Tbx18*::H2B-GFP^+^ cells were Ki67^+^ proliferative cells, whereas matched brain regions on the contralateral side had no marker^+^/Ki67^+^ cells (Fig. 6A–D). NSC^HRas-shp53^ GBM brains contained ~9% of tdTomato^+^Ki67^+^ cells in both *Tek-Cre*;*Ai14* mice and *Tbx18*^*CreERT2*/+^;*Ai14* mice (Fig. 6B, 6E, and 6F). Next, resident mural cells and their progeny were labeled by injecting tamoxifen into *Tbx18*^*CreERT2*/+^;*Ai14* mice at P31–P35, when gliomagenesis of NPC^TKO^ GBMs is at an early stage. Brain tumors were acquired from 2- to 5-month-old mice for immunofluorescence analyses, with BrdU administrated for four consecutive days prior to sacrifice (Fig. 6G). Results showed that ~10% of genetically labeled ECs and mural cells in NPC^TKO^ GBM brains had incorporated BrdU (Figs. 6H, S8A and S8C). Similar results were seen in NSC^HRas-shp53^ GBM brains (Fig. S8D and S8E). Therefore, resident mural cells and ECs were activated to proliferate upon gliomagenesis. In concert with these findings, we found ~7.5% of CD31^+^ ECs and ~5% of ACTA2^+^ vSMCs were proliferative in human GBM specimens, but not in non-tumor sites (Fig. S8F–I). Finally, all ACTA2^+^ mural cells in GBM mouse brains were progeny of *Tbx18*-CreERT2;*Ai14* cells in NPC^TKO^ GBM brains (Fig. 6I). Altogether, our findings indicate that amplification of major vascular cell types in GBM tissue is a result of self-propagation rather than their being derived by trans-differentiation of GBM cells.

**Figure 6.**
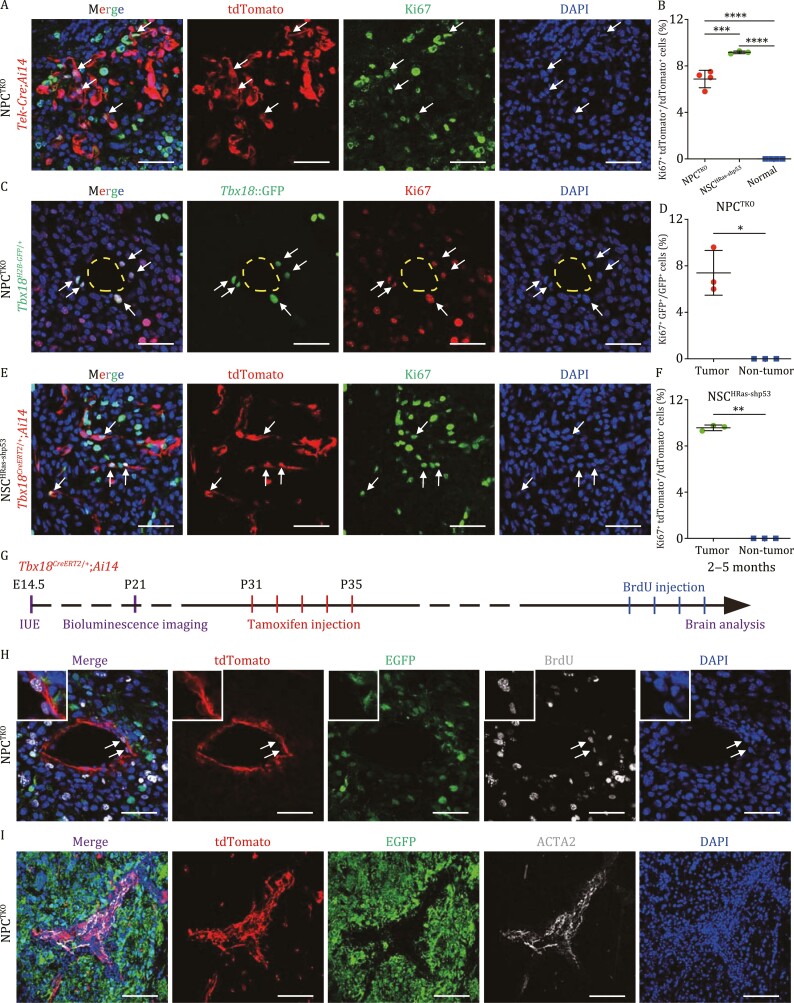
**ECs and mural cells self-propagate during gliomagenesis.** (A–F) GBM brain sections from NPC^TKO^(*Tek-Cre*;*Ai14*), NPC^TKO^(*Tbx18*^*H2B-GFP*/+^), and NSC^HRas-shp53^(*Tbx18*-CreERT2;*Ai14*) mice were quenched with EGFP and DsRed signals for tumor cells followed by immunostainings for tdTomato (A and E), *Tbx18*::GFP (C), and Ki67 (A, C, and E). Ki67^+^ ECs and mural cells were indicated with arrows. Percentages of Ki67^+^tdTomato^+^/tdTomato^+^ (B and F) and Ki67^+^GFP^+^/GFP^+^ (D) cells were quantified. *n* = 3 animals for each genotype. (G) The timeline for *in vivo* gliomagenesis by *in utero* electroporation (IUE), live tumor detection, and phenotypic analyses in NPC^TKO^(*Tbx18*^*CreERT2*/+^;*Ai14*) mouse brains. (H and I) Representative brain sections from (G) were immunostained with BrdU, with BrdU^+^ mural cells indicated with white arrows and enlarged at top-left corners (H). Representative GBM brain sections from (G) were immunostained with ACTA2 (I). Scale bars, 50 μm. Data are mean ± SEM. Statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test (B) or an unpaired two-tailed Student’s *t*-test (D and F), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Discussion

In the current study, we attempted to resolve the lineage relationship between GBM cells and non-neural cells including ECs, mural cells, and TAMs by combining genetic lineage-tracing studies with CNV comparisons. The human and mouse GBM samples analyzed in current study showed that ECs and mural cells likely belong to lineages separate from GBM cells, and that reprogramming of GBM cells into vascular cells is very unlikely, echoing a previous study indicating absence of trans-differentiation of hEGFRvIII^+^ GBM cells into ECs (Griveau et al., 2018).

Two genetic GBM models were generated *de novo* in immunocompetent mouse brains, which recapitulate key pathological and molecular features of human GBMs. We then applied lineage-tracing studies of NPC^TKO^ and NSC^HRas-shp53^ GBM cells in three genetic models that, respectively, labeled ECs and TAMs, or mural cells, which included *de novo* tumorigenesis and intracranial transplantation of GBM stem-like cells in both immunocompromised and immunocompetent mice. Minimal co-labeled GBM cells and ECs/hematopoietic cells were observed either by flow cytometry or by extensive examination of tissue sections. Intriguingly, a few *Tbx18*-expressing NPC^TKO^ GBM cells were detected in a few primary and implanted tumors, which might support trans-differentiation of GBM cells into mural cells. However, in the two transplanted NPC^TKO^ GBMs where some malignant cells co-expressed *Tbx18*-driving GFP, these cells mostly aggregated as clones and expressed SOX2 and/or OLIG2, but did not express ACTA2, indicating their GBM cell identity. We did not observe marker-misexpressing cells that showed mural cell morphology and/or had incorporated into tumor vasculature, suggesting that these marker-misexpressing cells were unlikely to be at a transitional state between GBM cells and mural cells.

We further compared CNV patterns between malignant cells and vascular cells in NPC^TKO^ GBMs. Clusters of vascular cells (ECs and mural cells) were well separated from malignant cells according to their transcriptome characteristics. Importantly, vascular cells in NPC^TKO^ GBMs exhibit CNV features distinct from malignant cells, arguing against trans-differentiation of GBM cells into ECs and mural cells. Further analyses of single-cell sequencing data derived from two human GBM samples also showed that CNV characteristics of ECs and mural cells were quite different from those of malignant GBM cells, supporting a non-GBM cell-of-origin for vascular cells.

Single-cell transcriptome studies also suggested that many markers that have been used to label mural cells in past studies, including *Acta2*, *Pdgfrb*, *Tbx18*, and *Cspg4*, could be expressed by cells beyond vascular cell clusters. The promiscuous expression of *Tbx18* during gliomagenesis was further supported by dispersed tdTomato expression in *Tbx18*^*CreERT2*^;*Ai14* GBMs. Therefore, misexpression of mural cell markers by some GBM cells, probably due to disorganized epigenomes and signaling cascades, could lead to the conclusion that the cross-lineage trans-differentiation of GBM cells might occur. However, these “misexpressing” cells do not meet transcriptome and functional criteria for ECs and mural cells, as they also expressed markers of NSCs without displaying typical morphology of vascular cells. Interestingly, some vascular cells carried common CNV signatures, indicating their clonal expansion during gliomagenesis. A recent study found that significantly more stromal cells, including fibroblasts, ECs, and immune cells, of colorectal cancer carried CNVs than those in adjacent normal tissues (Zhou et al., 2020). We also showed that a significant portion of vascular cells were actively cycling in GBM tissues but not in non-tumor tissues. Therefore, tumorigenesis could promote proliferation of stromal cells, and stromal cells that bear CNV features might acquire clonal advantage over those without CNVs. Future studies could apply extensive bioinformatic analyses including CellPhoneDB followed by experimental validations to dissect how GBM cells and vascular cells communicate with each other (Efremova et al., 2020).

Our studies further propose potential explanations as to why previous studies have suggested cross-lineage trans-differentiation of GBM cells. Human GBMs might contain immunocompetent environment analogous to our tumorigenesis and allograft models, which could facilitate propagation of “marker-misexpressing” cells. Additionally, previous studies have largely relied on immunofluorescence staining using molecular markers for mural cells including NG2 and PDGFRB, which are also expressed in both neural and non-neural cell types and might lead to false conclusions (Ishii et al., 2008; Cheng et al., 2013; Dimou and Gallo, 2015). Finally, many GBM cells are tightly associated with blood vessels; thus, GBM cells that misexpress a subset of vascular lineage markers could be mistakenly identified as trans-differentiated cells.

Forced expression of so-called master transcriptional regulators (MRs) along with proper micro-environmental cues is required for trans-differentiation events to occur. For example, short-term ETV2 expression and TGFβ inhibition with constitutive ERG1/FLI1 co-expression reprograms mature amniotic cells into vascular ECs with clinical-scale expansion potential (Ginsberg et al., 2012). Similarly, expression of MYOCD reprograms human skin fibroblasts into vSMCs (Bersini et al., 2020). Nonetheless, *in vivo* reprogramming, even among the neural lineage, by manipulating MRs remains controversial, probably due to leaky expression of reporter genes and lack of stringent lineage-tracing and single-cell sequencing methods (Wang et al., 2021). From this perspective, reprogramming of GBM cells into vascular cells is likely a rare, if not totally absent, event.

Interestingly, we noticed a few key disparities between the two genetic models of GBMs. The NPC^TKO^ GBMs have mixed molecular features of TCGA-MES and -PN, whereas NSC^HRas-shp53^ GBMs molecularly recapitulate the TCGA-MES subtype of human GBMs. 

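More genes of the mesenchymal and classical subtypes were higher than lower in NSC HRas-shp53 tissue than in NPC TKO cells, and more genes of the proneural subtype were lower than higher. Of 152 mesenchymal genes tested, 31 were higher and 0 lower at an adjusted p under 0.05 from edgeR (40 higher and 0 lower when adjusted over the list alone), among them *Col1a2*, a collagen chain, at 18.7 ± 4.16 CPM (SD, n = 4) in NPC TKO and 189 ± 104 CPM (SD, n = 3) in NSC HRas-shp53 GBMs (log2 fold change 3.34, standard error 0.40, adjusted p = 0.0038 from edgeR's quasi-likelihood test). *Pdpn*, which encodes podoplanin, belongs to the list of the MES-like state and not to the mesenchymal list. *Pdpn*, on chromosome 4 of mm10 from 143267431 to 143299564, was at 12.3 ± 5.24 CPM (SD, n = 4) in NPC TKO and 232 ± 93.0 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. Of 115 proneural genes, 4 were higher and 25 lower (4 higher and 32 lower when adjusted over the list alone). *Sox10*, a transcription factor of the OLG lineage, was at 716 ± 311 CPM (SD, n = 4) in NPC TKO and 92.9 ± 26.7 CPM (SD, n = 3) in NSC HRas-shp53 GBMs, and its call was lost without NSC HRas-shp53 sample 2 or 3 (adjusted p = 0.054 and 0.061 from edgeR). *Bex1*, *Abat*, *Myt1* and *Sox10* had log2 fold changes of -2.43, 1.78, -2.70 and -2.95 (adjusted p = 0.0069 to 0.010 from edgeR), and *Myt1* was not called without NSC HRas-shp53 sample 2 or 3. *Thbd*, *Anxa1* and *Mrc2* had log2 fold changes of 4.88, 3.35 and 3.74 (adjusted p = 0.0039 to 0.0072 from edgeR). Of 110 classical genes, 18 were higher and 3 lower (24 higher and 4 lower when adjusted over the list alone). *Kcnf1*, *Jag1*, *Rasgrp1* and *Rgs6* had log2 fold changes of 4.27, 3.07, 2.71 and 4.91 (adjusted p = 0.0027 to 0.0054 from edgeR). The mean mesenchymal score was 1.03 ± 0.360 (SD, n = 4) in NPC TKO and 1.45 ± 0.0643 (SD, n = 3) in NSC HRas-shp53 samples (exact permutation test, two-sided, p = 0.086, and 0.23 with z-scores, where the models overlap), and the mean proneural score 1.09 ± 0.164 (SD, n = 4) in NPC TKO and 0.825 ± 0.0614 (SD, n = 3) in NSC HRas-shp53 samples (exact permutation test, p = 0.057, and 0.029 with z-scores). The mean classical score was 0.627 ± 0.0523 (SD, n = 4) in NPC TKO and 0.936 ± 0.0253 (SD, n = 3) in NSC HRas-shp53 samples (exact permutation test, two-sided, p = 0.029, and 0.057 with z-scores). Without the leukocyte genes of the mesenchymal list the difference in the mesenchymal score had p = 0.029 (exact permutation test, two-sided), the smallest that 4 samples against 3 allow. Camera at a preset correlation of 0.01 called all 3 lists (adjusted p = 2.2e-04, 1.3e-04 and 0.011), and with an estimated correlation none held (adjusted p = 0.52, 0.28 and 0.26 with an estimated correlation). The median log2 fold change of the mesenchymal list was 0.21 with all samples and -0.04 without NPC TKO sample 3. In that setting camera did not call it (adjusted p = 0.17 from the limma test), nor did fry, another limma test, with all samples (adjusted p = 0.16). Fry called the proneural and classical lists with all samples (adjusted p = 0.033 and 0.013 from fry).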

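Genes of mural cells, endothelial cells and the extracellular matrix were more often higher than lower in NSC HRas-shp53 tissue, and genes of the cell cycle more often lower, than in sorted NPC TKO cells. Of 43 cell cycle genes, 0 were higher and 23 lower (1 higher and 29 lower when adjusted over the list alone), among them *Mcm5*, a subunit of the replicative helicase, at 196 ± 69.3 CPM (SD, n = 4) in NPC TKO and 21.8 ± 2.23 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. *Mcm5*, *Birc5*, *Mcm2* and *Aurkb* had log2 fold changes of -3.17, -2.38, -2.34 and -2.19 (adjusted p = 0.0037 to 0.0055 from edgeR). Of 35 matrix genes, 12 were higher and 0 lower (19 higher and 0 lower when adjusted over the list alone). *Fn1*, *Loxl1* and *Nid1* had log2 fold changes of 3.90, 4.33 and 2.75 (adjusted p = 0.0039 to 0.0068 from edgeR). Of 26 mural genes, 14 were higher and 0 lower (19 higher and 1 lower when adjusted over the list alone). *Pdgfrb*, *Foxs1*, *Abcc9* and *Rgs5* had log2 fold changes of 4.44, 6.46, 4.68 and 6.98 (adjusted p = 0.0037 to 0.0073 from edgeR). Of 31 endothelial genes, 9 were higher and 0 lower (12 higher and 1 lower when adjusted over the list alone), while *Pecam1*, which encodes CD31, was at 24.0 ± 14.0 CPM (SD, n = 4) in NPC TKO and 69.0 ± 57.5 CPM (SD, n = 3) in NSC HRas-shp53 GBMs (adjusted p = 0.20 from edgeR). *Plvap*, *Nos3*, *Esam* and *Adgrl4* had log2 fold changes of 3.27, 3.18, 3.15 and 2.98 (adjusted p = 0.0073 to 0.030 from edgeR). Among the other fits, *Nos3* was called in 13 of 17 (lost without NPC TKO sample 1 or NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.097), *Esam* in 12 of 16 (lost without NPC TKO sample 1 or NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.092) and *Adgrl4* in 12 of 18 (lost without NPC TKO sample 1 or 2 or NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.099). The genes with the largest rises were *Grem1*, *Krt20*, *Gm1966*, *Trpa1*, *1700030N03Rik*, *Grm6*, *Trim12a*, *Gm10825*, *Mmp10* and *Sucnr1*. The rise of *1700030N03Rik* was seen in the counts alone, since its FPKM was 0 in every sample of both models. *Grem1*, a secreted BMP antagonist, was at 0.142 ± 0.129 CPM (SD, n = 4) in NPC TKO and 529 ± 437 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. Of the 10 genes with the largest falls, *H2-Ea-ps*, *Rps2-ps13*, *Gm3375*, *Rpl34-ps1*, *Gm6969*, *Hist1h2al*, *Gm8730*, *Tdg-ps*, *Gm15772* and *Gm9825*, every one is annotated as a pseudogene, which can share reads with a near-identical gene. A difference in mouse strain between the models may also give such falls. *H2-Ea-ps* had no count in any NSC HRas-shp53 sample and was at least 1281-fold higher in NPC TKO cells, against a floor of 3 counts per library, 731-fold without NPC TKO sample 4 and 79.9-fold in sample 3 alone. In the other fits, *Gm8730* was called in 10 of 14 (lost without NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.12). Of 16091 genes tested, 2101 differed at an adjusted p under 0.05, 1251 higher and 850 lower in NSC HRas-shp53, and 4881 at an unadjusted p under 0.05. Leaving out NPC TKO sample 1 or 2 gave 1310 and 1306 genes, and leaving out NSC HRas-shp53 sample 1, 2 or 3 gave 938, 602 and 539. Camera at a preset correlation of 0.01 called the cell cycle, matrix, mural and endothelial lists (adjusted p = 3.1e-17, 2.2e-09, 9.7e-12 and 1.3e-05), and with an estimated correlation none held (adjusted p = 0.053, 0.17, 0.11 and 0.47 with an estimated correlation). With fry in place of camera the cell cycle, matrix and mural lists were called (adjusted p = 0.0023, 0.0069 and 0.0026 from fry). The endothelial list was not called with fry (adjusted p = 0.088). Vessel cells of whole tissue and the tumor model could not be separated.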

NPC^TKO^ GBM cells contain more prominent genetic alterations compared to NSC^HRas-shp53^ GBMs (data not shown), probably because embryonic neural precursors are at the apex of neurodevelopment hierarchy and longer tumorigenic period for NPC^TKO^ GBMs. We would like to point out that although loss-of-function mutations of three tumor-suppressor genes were introduced at embryonic stages to generate NPC^TKO^ GBMs, those tumors by no means resemble human pediatric high-grade gliomas, which often carry mutations distinct from adult GBMs (Schwartzentruber et al., 2012; Wu et al., 2012). In addition, there was substantial vascular remodeling and increased proliferation of mural cells and ECs in GBM brains, which could be either direct or adaptive responses to GBM formation. Intriguingly, the two genetic GBM models displayed distinct vascular patterns, possibly reflecting their cellular composition and properties such as the relative proportion of OLIG2^+^ cells. Indeed, there was less vessel coverage and fewer vessels in NPC^TKO^ GBMs than NSC^HRas-shp53^ GBMs, mirroring a previous study showing OLIG2^+^ gliomas had largely normal vasculature, but that vessel density, vessel size, and the vascular and luminal areas within OLIG2^−^ gliomas were significantly increased (Griveau et al., 2018).

Here we did not observe cross-lineage trans-differentiation of GBM cells into vascular cells through careful lineage-tracing and single-cell analyses. We cannot exclude, however, given the highly inter-tumoral and intra-tumoral heterogeneity of GBMs, the possibility that a rare number of GBM cells might gain some molecular and functional features of vascular cells. Lineage-tracing studies indeed showed a very small portion of GBM cells misexpressed markers for vascular cells; and a few vascular cells of the NPC^TKO^ GBM were designated as malignant cells based on their CNV properties. Therefore, complementing genetic lineage-tracing experiments with single-cell sequencing could more stringently discern lineage relationships. Future studies should apply more lineage-tracing studies using other markers of mural cells or ECs. Moreover, single-cell sequencing and CNV analyses followed by vascular cell enrichment using additional GBM samples could further improve the resolution in differentiating lineages.

In summary, our findings advance understanding of the lineage potential of GBM cells and might provide insights into targeted treatments for GBM patients.

## Materials and methods

### Key resources table

**Table:** 

Reagent or resource	Source	Identifier
Antibodies		
Ki67	Abcam	Cat# ab15580, RRID: AB_443209
BrdU	Abcam	Cat# ab6326, RRID: AB_305426
SOX2	Millipore	Cat# Ab5603, RRID: AB_2286686
NeuN	Abcam	Cat# ab177487, RRID: AB_2532109
TUJ1	Sigma-Aldrich	Cat# T8660, RRID: AB_477590
GFAP	Agilent	Cat# Z0334, RRID: AB_10013382
MBP	Covance	Cat# SMI-99P, RRID: AB_10120129
OLIG2	Millipore	Cat# AB9610, RRID: AB_570666
OLIG2	Millipore	Cat# MABN50, RRID: AB_10807410
IBA1	Abcam	Cat# ab5076, RRID: AB_2224402
CD31	Abcam	Cat# ab24590, RRID: AB_448167
CD31	R&D	Cat# AF3628, RRID: AB_2161028
ACTA2	Abcam	Cat# ab5694, RRID: AB_2223021
GFP	Abcam	Cat# ab13970, RRID: AB_300798
PTEN	Cell Signaling Technology	Cat# 9552, RRID: AB_10694066
PDGFRB	Santa Cruz Biotechnology	Cat# sc-432, RRID: AB_631068
ACTB	ABclonal	Cat# AC026, RRID: AB_2768234
CD146	BioLegend	Cat# 134701, RRID: AB_1732002
Bacterial and virus strains		
*E*.* coli* DH5α	TransGen	CD201-01
*E*.* coli* Stbl3	TransGen	CD521-01
Biological samples		
Patient-derived GBM tissues	This paper	N/A
Chemicals, peptides, and recombinant proteins		
DMEM/F12	Gibco	Cat# C11330500B1
N-2	Gibco	Cat# 17502048
B-27	Gibco	Cat# 17504044
hFGF2	Gibco	Cat# PHG0261
hEGF	Gibco	Cat# PHG0311
Penicillin-streptomycin	Gibco	Cat# 15140122
Recombinant human TGF-β1	PeproTech	Cat# 100-21
FBS	Lonsera	Cat# S711-001S
DNase I	Fermentas	Cat# EN0521
Papain	Sangon Biotech	Cat# A003124
Accutase	Gibco	Cat# A1110501
Laminin	Sigma-Aldrich	Cat# L2020-1MG
Tamoxifen	Sigma-Aldrich	Cat# T5648-1G
Sunflower seed oil from Helianthus annuus	Sigma-Aldrich	Cat# S5007-250ML
Experimental models: cell lines		
mGIC-DsRed #1	This paper	N/A
mGIC-DsRed #2	This paper	N/A
mGIC-DsRed #3	This paper	N/A
mGIC-EGFP	This paper	N/A
Experimental models: organisms/strains		
Mouse: *Tek-Cre*:* B6.Cg-Tg(Tek-cre)1Ywa*/*J*	The Jackson Laboratory	JAX: 008863
Mouse: *Ai14*:* B6.Cg-Gt(ROSA)26Sor*^*tm14*(*CAG-tdTomato*)*Hze*^/*J*	The Jackson Laboratory	JAX: 007914
Mouse: *Tbx18*^*H2B-GFP*/+^: *Tbx18*^*tm1.1Sev*^	(Cai et al., 2008)	MGI#: 5529155
Mouse: *Tbx18*^*CreERT2*/+^:* Tbx18*^*tm3.1*(*cre*/*ERT2*)*Sev*^/*J*	(Guimaraes-Camboa et al., 2017)	JAX: 031520
Recombinant DNA		
*pPB-sgTrp53-spCas9-luc*	This paper	N/A
*pPB-sgPten-spCas9-luc*	This paper	N/A
*pPB-sgNf1-spCas9-luc*	This paper	N/A
*pPB-EGFP*	This paper	N/A
*pPB-DsRed*	This paper	N/A
Software and algorithms		
FlowJo	FlowJo X 10.0.7r2	
ImageJ	NIH	
GraphPad Prism	GraphPad Software	

### Vector construction

Oligonucleotides coding for guide RNAs targeting *Trp53, Pten*, and *Nf1* have been described previously (Zuckermann et al., 2015). These oligonucleotides were constructed and cloned into the pPB-sgRNA-SpCas9 (Cheng et al., 2016). For the Bioluminescence detection, the EGFP cassette in the pPB-sgRNA-SpCas9 described above was replaced with Luc cassette from pGL3 (Promega). pPB-EGFP and pPB-DsRed were constructed from the pPB-mU6pro vector. The mU6-EGFP cassette in the pPB-mU6pro vector was replaced with CAG-DsRed (from pCALNL-DsRed; #13769) to construct the pPB-DsRed. Then, the DsRed cassette in pPB-DsRed was replaced with EGFP cassette (from pEGFP-C2) to construct pPB-EGFP.

### Animals

*Tbx18* ^*H2B-GFP/+*^ mice (Cai et al., 2008; Guimaraes-Camboa et al., 2017) were maintained on mixed C57BL/6 and CD-1 background. *Tek-Cre*, *Tbx18*^*CreERT2/+*^ (Guimaraes-Camboa et al., 2017) and *Ai14* mice were maintained on the C57BL/6 background. The *Ai14* reporter mice (007914, The Jackson Laboratory) were crossed with *Tek-Cre* (008863, The Jackson Laboratory) and *Tbx18*^*CreERT2/+*^ to genetically lineage trace the progenies of ECs and TAMs (*Tek-Cre*), and mural cells (*Tbx18*^*CreERT2/+*^), respectively. Genotypes of all mice were determined using PCR analyses of tail or toe genomic DNA with appropriate primers. Both male and female mice were used for all experiments without preference. Mice were housed in certified specific-pathogen-free facilities. All animal procedures were approved by the Laboratory Animal Welfare and Ethics Committee of the College of Life Science and Medical Research Institute, Wuhan University.

### *In utero* electroporation

All pregnant mice (E14.5) were deeply anesthetized with pentobarbital sodium (70 mg/kg) for *in utero* electroporation. Surgical operation and electroporation-based gene transfer was performed as follows. After injecting 1–2 µL supercoiled plasmids (5 μg/μL in ddH_2_O) into telencephalic vesicles of E14.5 embryos, electric square pulses were generated using CUY21VIVO-SQ (BEX) and delivered into dorsal forebrains using forceps-like electrodes (35 mv, 50 ms-on, 950 ms-off, 5 pulses). The uteri were then carefully put back into the abdominal cavity and incisions were sutured. The whole procedure was complete within 30 min. Mice were warmed on heating pad until they woke up and given analgesia treatment (Ibuprofen) in drinking water.

### Intracranial injection of lentivirus

Lentiviruses were stereotactically injected into the subependymal ventricular zone of 8-week-old *Tek-Cre*;*Ai14* and *Tbx18*^*CreERT2*/+^;*Ai14* mice. Lentiviruses (1 × 10^6^ IU) suspended in 1.5 µL PBS were loaded on the syringe, and injected slowly (0.2 µL/min) using the following coordinates: 1.0 mm anterior, 1.0 mm lateral, and 2.3 mm dorsal to the bregma. Upon completing injection, the needle was left in place for 5 min, then withdrawn slowly to reduce virus reflux in 2 min.

### Bioluminescence imaging

The *in utero* electroporation-operated embryos were allowed to survive until P21–P30 and were subjected to bioluminescence imaging of Luc activity. Luc signals were captured using the IVIS Lumina II (Caliper Life Sciences). Mice were injected with 30 mg of D-Luciferin, Potassium Salt (Yeasen Biotech) intraperitoneally 8 min before imaging. Images were acquired and radiance was determined within mouse heads. Only mice whose brain carried Luc signals were selected for further analysis. At postnatal days 60–150, all selected mice were subjected to bioluminescence imaging again to make sure tumors were big enough for experiments.

### Tamoxifen administration

To efficiently induce CreER-dependent recombination, tamoxifen (150 mg/kg of body weight, T5648, Sigma) dissolved in sunflower seed oil (Sigma) was intraperitoneally administered according to the schematic illustration described in the paper.

### Establishment of GICs with stem-like features

Single-cell tumor suspensions were plated to grow neurospheres at a density of roughly 5 × 10^5^ cells/well in 6-well Ultra-Low Attachment Multiple Well Plate (CLS3471, CORNING Costar) in the NBE medium (neurobasal medium containing N-2 and B-27 supplements, EGF, bFGF, and penicillin-streptomycin) as described. We used short-term passage cells (less than five passages in culture) in all experiments.

### Intracranial allograft and xenograft implantation of GICs

Experiments were carried out using 6-week-old male Balb/c athymic nude mice or CD-1 mice (HNSJA). A total of 1 × 10^5^ GICs were injected intracranially using a stereotactic device (RWD) and a Hamilton syringe at a depth of 2.5 mm into the right cerebral hemisphere (2 mm posterior and 1.5 mm lateral to the bregma). Animals were sacrificed 4–8 weeks post-surgery.

### Tissue processing

Mice were deeply anesthetized with 0.7% pentobarbital sodium and transcardially perfused with 4% paraformaldehyde in PBS. Brains were collected and post fixed in 4% paraformaldehyde in PBS overnight, followed by dehydration in 20% sucrose in PBS until submerging to the bottom (24–48 h). Brains were embedded in optimal cutting temperature compound (O.C.T. Compound, SAKURA) and then sliced coronally at 20 μm equidistant intervals using a cryostat microtome (CM1950, Leica).

### Flow cytometry

GBM regions from Luc positive mice were acutely dissected under fluorescent microscope and enzymatically dissociated into single-cell suspensions using the Papain Dissociation system (Worthington Biochemical). The same areas from the control mice were parallelly dissociated into single-cell suspensions to set up voltage parameters and all gates. Flow cytometry was performed on a BD LSRFortessa X-20 Cell Analyzer or a Beckman Cytoflex Cell Analyzer. Cell sorting was performed on a BD FACSAria III Cell Sorter. Every experimental group used 3 million cells for flow cytometry analyses.

### Human GBM specimens

Human GBM samples and derived GBM stem-like cells were previously reported (Zhong et al., 2016; Li et al., 2017). Their acquisition was in accordance with ethic guidelines of Wuhan Union Hospital and Shanghai Tenth People’s Hospital in accordance with institution-approved protocols. Specimens were examined by neuropathologists to verify tumor type and grade.

### Immunohistochemistry, immunofluorescence, and Western blot analysis

Tissue sections or adherent cultured cells were incubated for one hour at room temperature in blocking solution (50 mmol/L Tris-HCl, pH 8.0, 0.1 mol/L NaCl, 0.1% Triton X-100, 3% NGS, 0.1% BSA) prior to overnight primary antibody incubation (4°C). Primary antibodies for immunofluorescence studies were: SOX2 (1:1000 dilution, Ab5603, Millipore), Ki67 (1:500 dilution, ab15580, Abcam), BrdU (1:500 dilution, ab6326, Abcam), NeuN (1:500 dilution, ab177487, Abcam), TUJ1 (1:200 dilution, T8660, Sigma-Aldrich), GFAP (1:500 dilution, Z0334, Agilent), MBP (1:300 dilution, SMI-99P, Covance), OLIG2 (1:200 dilution, AB9610, Millipore), OLIG2 (1:50 dilution, MABN50, Millipore), IBA1 (1:200 dilution, ab5076, Abcam), CD31 (1:100 dilution, ab24590, Abcam), ACTA2 (1:400 dilution, ab5694, Abcam), GFP (1:2000 dilution, ab13970, Abcam), CD31 (1:300 dilution, AF3628-SP, R&D), CD146 (1:100 dilution, 134701, BioLegend). We used immunofluorescence staining with Alexa Fluor 488, 555, or 647 (Life Technologies) and biotin-streptavidin-Alexa Fluor-conjugated secondary antibodies (Jackson ImmunoResearch), as well as horseradish peroxidase-based Vectastain ABC Kit (Vector Laboratories). Image acquisitions were performed using a Zeiss LSM880 confocal microscope and image editing done using ZEN, Photoshop or ImageJ.

### Bulk RNA isolation and sequencing

RNA isolation was performed using the RNAiso Plus (TAKARA) according to the manufacturer’s instructions. RNA quality was evaluated spectrophotometrically, and the quality was assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies). All samples showed RNA integrity of >7.5. RNA-seq libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, no. E7775). Once prepared, indexed complementary DNA (cDNA) libraries were pooled in equimolar amounts and sequenced with paired-end reads on an Illumina NovaSeq 6000 (Illumina). For NPC^TKO^ tumor samples, GBM bulks were dissociated into single-cell suspensions as described above, EGFP^+^ or DsRed^+^ GBM cells were sorted by FACS followed by RNA isolation and subsequent RNA-seq. For NSC^HRas-shp53^ tumor samples, GBM bulks were directly used to isolate RNA for RNA-seq.

### Bulk RNA-seq analysis

Quality control of bulk RNA-seq data was performed using FastQC (v0.11.9). Adapter and low-quality bases were trimmed by Cutadapt (v3.2). Clean data were mapped to mouse reference genome (UCSC mm10) by TopHat (v2.1.1) with default params. Cufflinks (v2.2.1) package calculated the gene expression level and normalized by fragments per kilobase of exon model per million mapped fragments. Single-sample GSEA has been described elsewhere (Verhaak et al., 2010). ssGSEA calculated separate enrichment scores between each sample and the specified gene sets that were download from published reference data. An enrichment score calculated by R package GSVA [v1.38.2, gsea (method = “ssgsea”, ssgsea.norm = TRUE)]. A positive score represents a high ranking of up-genes in the signature, and low ranking of down-genes in the signature. A negative value does not indicate the opposite, but rather a lack of effect. For the experiment described in Fig. S1, gene sets for related neural lineage clusters (Fig. S1N; Cahoy et al., 2008), TCGA-GBM subtypes (Fig. S1M; Verhaak et al., 2010), lineage-specific GBM subtypes (Fig. S1O; Wang et al., 2020) were downloaded and processed as described above.

### scRNA-seq data generation and processing

Designated cells were sorted into PBS following the 10× Genomics protocol. The cell preparation time before loading onto the 10× Chromium controller was <2 h. Cell viability and counting were evaluated with trypan blue by microscopy, and samples with viabilities >70% were used for sequencing. Libraries were constructed using the Single Cell 3ʹ Library Kit V2 (10× Genomics). Transcriptome profiles of individual cells were determined by 10× Genomics-based droplet sequencing. Once prepared, indexed cDNA libraries were sequenced with paired-end reads on an Illumina NovaSeq 6000 (Illumina). The sequencing depth was 30 M per cell.

### scRNA-seq data processing

The quality of sequencing reads was evaluated using FastQC (v0.11.9). Cell Ranger (v4.0.0) was used to align the sequencing reads (fastq) to the mm10 mouse transcriptome and quantify the expression of transcripts in each cell. This pipeline resulted in a gene expression matrix for each sample, which records the number of unique molecular identifiers (UMIs) for each gene associated with each cell barcode. Unless otherwise stated, all downstream analyses were implemented using R 3.6.0 and the package Seurat (v3.1.0). The percentage of mitochondrial and red blood cells were calculated and filtered to retain only higher-quality cells (red blood cells <5%). The feature count matrix was normalized and scaled with NormalizeData (normalization.method = “LogNormalize”, scale.factor = 10,000) and ScaleData function. We performed doublet prediction on the clustered data using Doublet Finder. For the experiment described in Fig. 4, cells from two samples were pooled and analyzed together. After rigorous quality control, in NPC^TKO^ #1, we obtained 11,722 high-quality cells with a median gene number—4,450 genes, resulting in a total of 19,878 mouse genes detected in all cells. In NPC^TKO^ #2, we obtained 13,945 high-quality cells with a median gene number—3,402 genes, resulting in a total of 20,038 mouse genes detected in all cells.

### Dimension reduction

Dimension reduction was performed at three stages of the analysis: the selection of variable genes, PCA, and UMAP. The FindVariableGenes function was applied to select highly variable genes covering most of the biological information contained in the whole transcriptome. Then, the variable genes were used for PCA implemented with the RunPCA function. Next, we selected principal components 1–20 (for total cells) as input and performed the RunUMAP function to obtain bidimensional coordinates for each cell. We then clustered the cells using FindClusters (resolution = 0.6) function.

### Determination of cell-type identity

For each cell type, we used multiple cell type-specific/enriched marker genes that have been previously described in the literature to determine cell-type identity. For ECs: *Pecam1*, *Tek*, and *Cldn5* (Vanlandewijck et al., 2018). For mural cells: *Kcnj8*, *Pdgfrb*, *Acta2*, and *Tbx18* (Vanlandewijck et al., 2018). For T cells: *Cd2*, *Cd3d*, *Cd3e*, and *Cd3g*. For TAMs: *Cd14*, *Tmem119*, and *Aif1*. For OLGs: *Cldn11*, *Mag*, *Mbp*, and *Klk6* (Brown et al., 2016).

### CNV inference from single-cell data using inferCNV

CNVs were estimated by sorting the analyzed genes by their chromosomal location and applying a moving average to the relative expression values, with a sliding window of 100 genes within each chromosome by inferCNV. For mouse data in Figs. 4 and S6, T cells were used to define the baseline of normal karyotype as the non-malignant cell types, such that their average CNV value was subtracted from all cells. Using hierarchical clustering of the rest single cells, three groups with the most significant and concordant CNV profiles were identified, and were named as Group A/B/C cells, respectively. Percentages of Group A/B/C cells in each Seurat clusters were presented (Fig. 4F and 4G). Then, we applied the “two CNA-based measures” to score each cell as previously reported (Neftel et al., 2019) to compare the lineage relationship of target Seurat clusters with Group A/B/C cells, respectively. “CNV signal” reflects the overall extent of CNVs, defined as the mean of the squares of CNV values across chosen chromosomes containing significant and concordant CNV profiles. In NPC^TKO^ #1, we selected chromosome 2, 3, 5, 8, 11, 12, 13, 15 as CNV profile for Group A cells; Chr 5, 11, 12, 13 for Group B cells; Chr 6, 13, 18, 19 for Group C cells. In NPC^TKO^ #2, we selected chromosome 2, 8, 9, 10, 11, 14, 15, 17, 19 as CNV profile for Group A cells; Chr 2, 9, 10, 11, 14, 15, 17, 19 for Group B cells; Chr 7, 18 for Group C cells. “CNV correlation” refers to the correlation between the chosen CNV profile of each cell and the average CNV profile of Group A/B/C cells, respectively. For human data in Figs. 5 and S7, T cells, TAMs, and OLGs were used to define the baseline of normal karyotype as the non-malignant cell types (Neftel et al., 2019). In SF11247, we selected chromosome 7, 10, 13, 19 as CNV profile for Group A cells; Chr 3, 7, 13 for Group B cells. In SF11285, we selected all chromosomes across the genome as CNV profile for Group A cells; Chr 7, 8, 12, 18, 19 for Group B cells.

### CopyKAT

To distinguish malignant cells from non-malignant cells in human GBM samples, genome-wide aneuploidy in single cells were identified at 5 MB resolution to separate tumor cells from normal cells by copyKAT (V1.0.8.) using integrative Bayesian approaches. For experiments described in Fig. 5, raw gene expression matrixes of two GBM samples were prepared to run copyKAT, respectively. The parameter “ngene.chr=1” was applied to keep as many cells as possible.

### Measurements and statistics

To quantify the percentage of marker-positive tumor cells, numbers of NeuN-, MBP-, GFAP-, OLIG2-, or SOX2-expressing tumor cells were counted in tumor cores, then divided by numbers of total tumor cells (EGFP or DsRed positive cells). To quantify the percentage of BrdU^+^ or Ki67^+^ ECs or mural cells, double-positive cells (BrdU^+^tdTomato^+^ or Ki67^+^tdTomato^+^) were counted in both tumor and non-tumor sites, then divided by numbers of total ECs or mural cells (>1000 cells). Vessel area and numbers were analyzed using glioma brains from three NPC^TKO^ and three NSC^HRas-shp53^ model generated in *Tbx18*^*CreERT2*/+^;*Ai14* mice. Fluorescence sections were scanned with Leica THUNDER Imager Tissue Scanner. For each mouse brain, two images were cropped at the tumor core (without necrosis) and at the matched region of the contralateral non-tumor parenchyma, respectively. Average number of vessels per mm^2^ and average total vascular area per field were measured with the ImageJ and analyzed with Graphpad Prism. OLIG2^+^ cells density was analyzed using glioma brains from eight NPC^TKO^ and seven NSC^HRas-shp53^ model generated in *Tek-Cre*;*Ai14* and *Tbx18*^*CreERT2*/+^;*Ai14* mice. Immunohistochemistry sections were scanned with the Leica Aperio VERSA 8 Brightfield, Fluorescence & FISH Digital Pathology Scanner. The number of OLIG2^+^ cells per mm^2^ in each mouse brain tumor core was measured with the ImageJ and analyzed with Graphpad Prism. All grouped data are presented as mean ± SEM. Statistical tests were calculated on the GraphPad Prism software (version 8.4.3). The statistical significance of a single comparison on continuous data was performed using Student’s two-tailed unpaired *t*-test with Welch’s correction when required (non-equal variances) or the Mann–Whitney non-parametric test when data did not fit a normal distribution (assessed by Shapiro–Wilk normality test). For multiple comparison of Ki67^+^tdTomato^+^ in Fig. 6B, one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test was performed. For multiple comparison of vascular density in Fig. 1I and 1J, we used two-way ANOVA, after checking that our data fitted to a normal distribution (assessed by Shapiro–Wilk normality test). Significant difference is indicated by a *P*-value less than 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

## Supplementary Material

pwac006_suppl_Supplementary_Material Click here for additional data file.

pwac006_suppl_Supplementary_Table_S1 Click here for additional data file.

pwac006_suppl_Supplementary_Table_S2 Click here for additional data file.

pwac006_suppl_Supplementary_Table_S3 Click here for additional data file.

pwac006_suppl_Supplementary_Table_S4 Click here for additional data file.

pwac006_suppl_Supplementary_Table_S5 Click here for additional data file.

pwac006_suppl_Supplementary_Table_S6 Click here for additional data file.

pwac006_suppl_Supplementary_Video_S1 Click here for additional data file.

pwac006_suppl_Supplementary_Video_S2 Click here for additional data file.

## Data Availability

The accession number for the RNA-seq and single-cell transcriptome data reported in this paper is GEO accession number GSE189541 and GSE190154. Human data used in Figs. 5 and S7 have been deposited as PRJNA579593 from a published study (Bhaduri et al., 2020).

# Supplementary material for: Resolving the lineage relationship between malignant cells and vascular cells in glioblastomas
**Source:** Protein Cell. 2022 May 18;14(2):105–22. doi: 10.1093/procel/pwac006
**Supplement:** pwac006_suppl_Supplementary_Material

## Supplemental materials

### Resolving the lineage relationship between malignant cells and vascular cells in glioblastomas

Fangyu Wang<sup>1,4</sup>, Xuan Liu<sup>1,4</sup>, Shaowen Li<sup>1</sup>, Chen Zhao<sup>1</sup>, Yumei Sun<sup>1</sup>, Kuan Tian<sup>1</sup>, Junbao Wang<sup>1</sup>, Wei Li<sup>1</sup>, Lichao Xu<sup>1</sup>, Jing Jing<sup>1</sup>, Juan Wang<sup>3</sup>, Sylvia M Evans<sup>2</sup>, Zhiqiang Li<sup>1,\*</sup>, Ying Liu<sup>1,\*</sup>, Yan Zhou<sup>1,\*</sup>

**Video S1.** 3-D image reconstruction of Z-stack images of the section of a *Tbx18*<sup>H2B-GFP/+</sup> glioblastoma brain immuno-labelled with ACTA2 (white) showing spatial relationship between tumor cells (DsRed, red) and mural cells (nuclear GFP and cytosolic ACTA2+). Twenty consecutive confocal images (1  $\mu$ m deep per image) were merged and reconstructed.

**Video S2.** 3-D image reconstruction of Z-stack images of the section of a *Tek-Cre;Ai14* glioblastoma brain immuno-labelled with ACTA2 showing spatial relationship between tumor cells (EGFP, green), ECs (tdTomato, red) and mural cells (ACTA2, white). Fourteen consecutive confocal images (1  $\mu$ m deep per image) were merged and reconstructed.

**Table S1** (Related to Figure 4). Cluster markers and cell type interpretations for NPC<sup>TKO</sup> GBMs

**Table S2** (Related to Figure 4). CNV correlations and scores for Group A/B/C cells in NPC<sup>TKO</sup> #1

**Table S3** (Related to Figure 4). CNV correlations and scores for Group A/B/C cells in NPC<sup>TKO</sup> #2

**Table S4** (Related to Figure 5). Cluster markers and cell type interpretations for human GBM SF11247

**Table S5** (Related to Figure 5). Cluster markers and cell type interpretations for human GBM SF11285

**Table S6** (Related to Figure 5). Assigning single cells of human GBM SF11247 and SF11285 into aneuploid and diploid cells using the copyKAT algorithm.

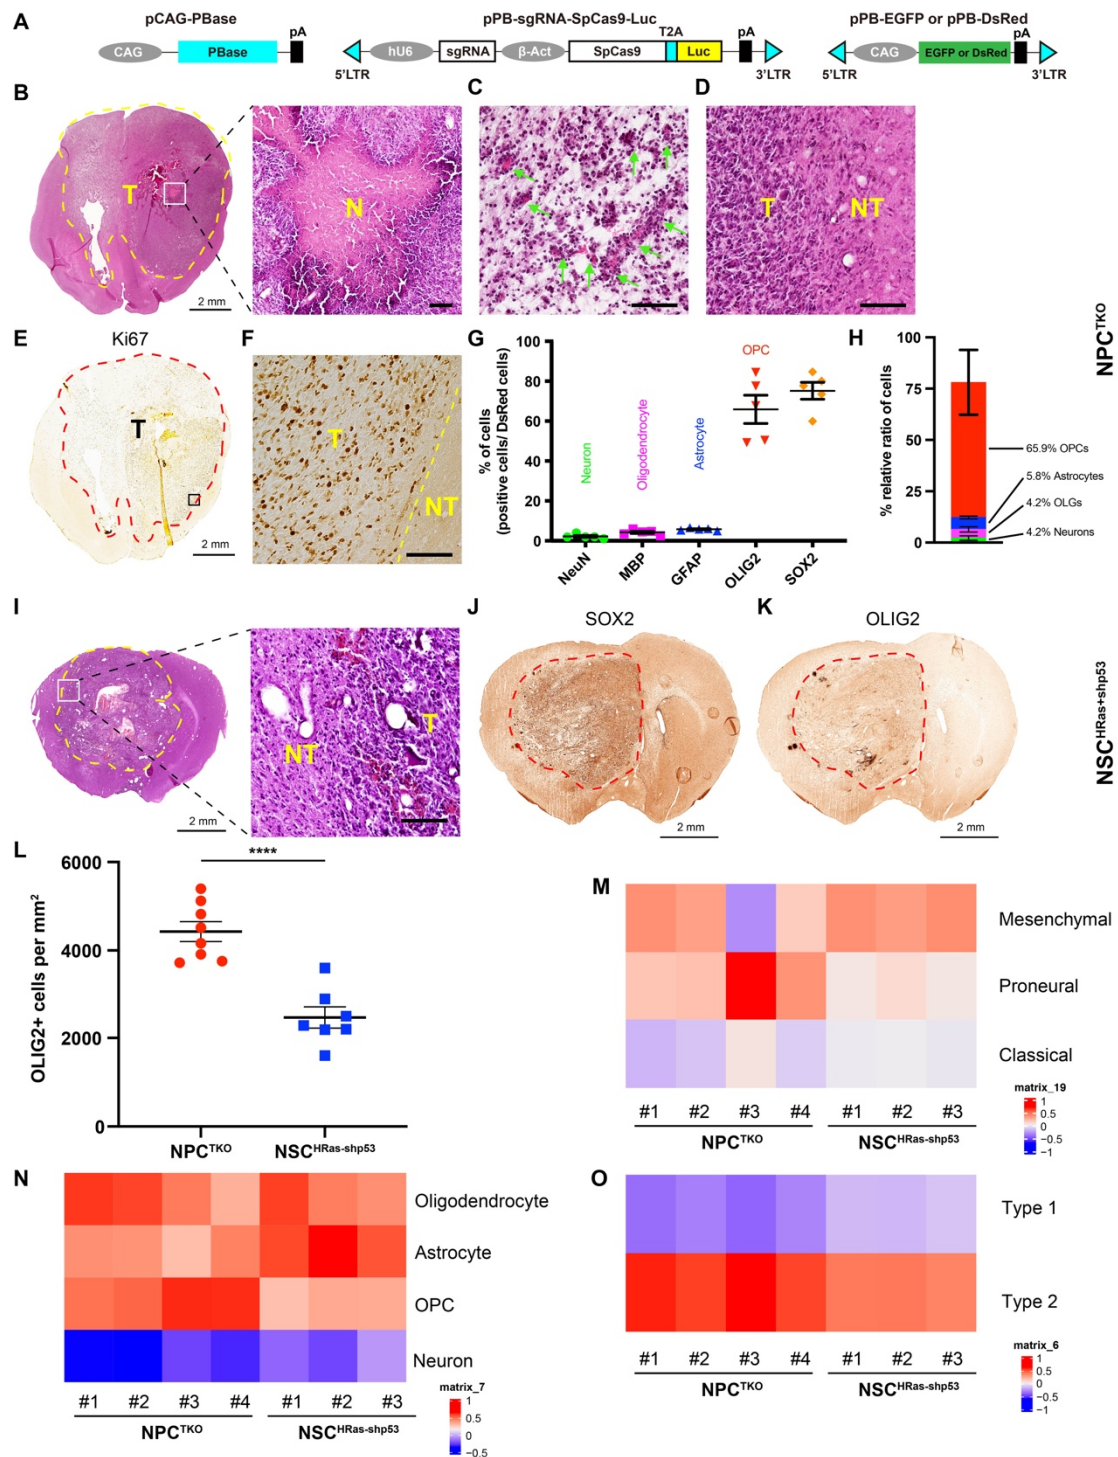

**Figure S1 (related to Figure 1). NPC<sup>TKO</sup> and NSC<sup>HRas-shp53</sup> GBM models recapitulate key histological and molecular features of human GBMs.**

(A) Schematic illustrations showing electroporation vectors for generating NPC<sup>TKO</sup> GBMs. (B-D) H&E staining of NPC<sup>TKO</sup> glioblastoma brain sections showing necrotic (N) tumor core (B). Scale bars, 2 mm (left), 500  $\mu$ m (right). Prominent tumor vessels (C, arrows) and tumor invasion (D). Scale bars, 100  $\mu$ m. (E-F) Enhanced cell proliferation of NPC<sup>TKO</sup> GBM cells evidenced by more

Ki67+ cells in tumor (T) region compared to non-tumor (NT) region. Scale bars, 100  $\mu$ m. **(G-H)** NPC<sup>TKO</sup> GBM brain sections were immunostained with indicated markers and quantified (n = 5 animals). **(I)** H&E staining of NSC<sup>HRas-shp53</sup> glioblastoma brain sections showing the border of tumor (T) region and non-tumor (NT) region, Scale bars, 100  $\mu$ m. **(J-K)** NSC<sup>HRas-shp53</sup> glioblastoma brain sections were immunostained with SOX2 **(J)** and OLIG2 **(K)**. **(L)** The comparison of OLIG2+ cell densities between NPC<sup>TKO</sup> and NSC<sup>HRas-shp53</sup> GBM brains. n = 8 for NPC<sup>TKO</sup> brains and n = 7 for NSC<sup>HRas-shp53</sup> brains. **(M-O)** Transcriptome features of NPC<sup>TKO</sup> and NSC<sup>HRas-shp53</sup> GBMs were compared with those of public datasets. Data are mean  $\pm$  s.e.m. Statistical significance was determined using an unpaired two-tailed Student's *t*-test **(L)**, \*\*\*\**P*<0.0001.

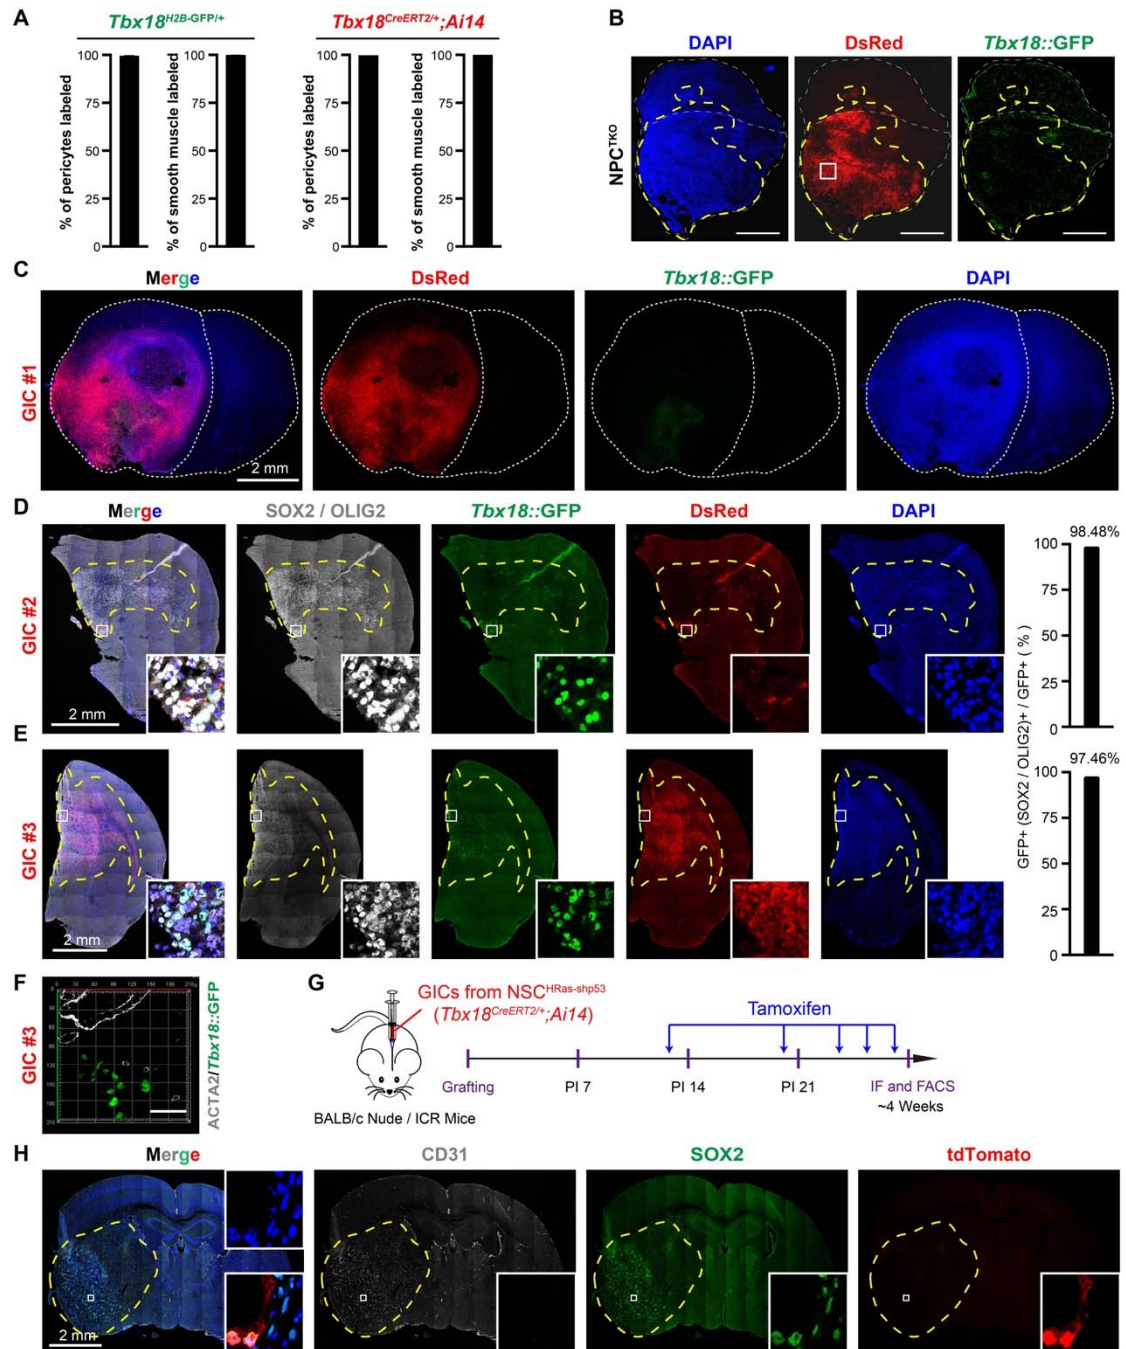

**Figure S2 (related to Figure 2). GBM cells hardly gave rise to mural cells, but could promiscuously express *Tbx18* upon allografting. (A)** Bar plots showing percentages of pericytes (marker+CD146+PDGFRB+/CD146+PDGFRB+) and vascular smooth muscle cells (vSMCs, marker+ACTA2+/ACTA2+) labelled by *Tbx18*::GFP (left) or *Tbx18*-driven tdTomato (right) in normal mouse brains. **(B)** The coronal section of a NPC<sup>TKO</sup> (*Tbx18*<sup>H2B-GFP/+</sup>) mouse brain with mural cells labelled with nuclear H2B-GFP and GBM cells labelled with DsRed. Scale bars, 2 mm. Boxed area was enlarged in **Figure 2B**. **(C-F)** BALB/c nude mice were respectively

intracranially allografted with indicated GIC lines derived from NPC<sup>TKO</sup> (*Tbx18*<sup>H2B-GFP/+</sup>) GBMs. Representative immunofluorescent images showing expressions of *Tbx18*::H2B-GFP, allografted DsRed-expressing GICs, and SOX2/OLIG2. In **(D)** and **(E)**, percentages of GFP cells co-expressing SOX2/OLIG2 were shown as bar graphs on the right. Scale bars, 2 mm. Representative Z-stack images showing expressions of *Tbx18*::H2B-GFP and spatial relationships of ACTA2<sup>+</sup> mural cells **(F)**. Scale bars, 60  $\mu$ m. **(G-H)** Schematic illustration showing GICs derived from a NSC<sup>HRas-shp53</sup> (*Tbx18*<sup>CreERT2/+;Ai14</sup>) GBM sample were implanted into brains of BALB/c nude and ICR mice. Tamoxifen was injected once per week for the first two weeks and three times in the third week **(G)**. Representative images showing immunofluorescent staining of brain sections using indicated antibodies **(H)**.

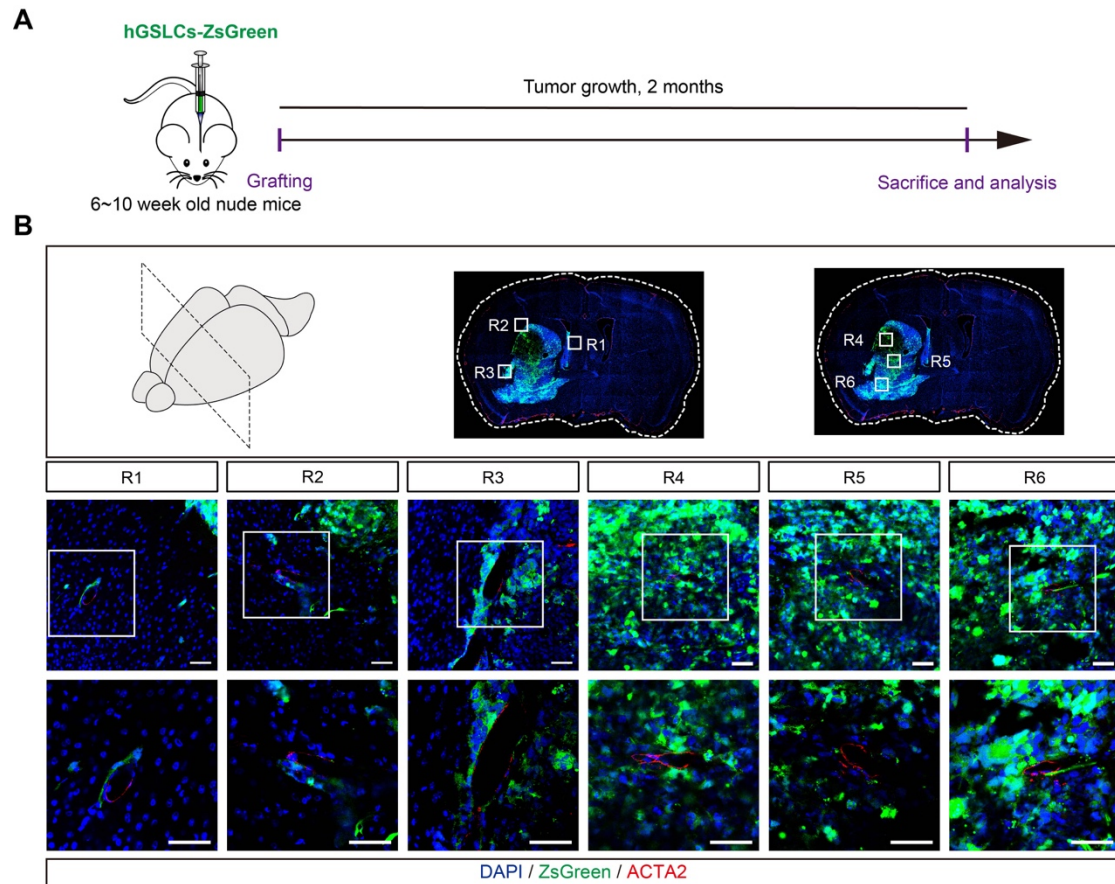

**Figure S3 (related to Figure 2). Human GBM cells did not give rise to mural cells upon intracranial transplantation. (A)** Schematic illustration showing ZsGreen-labeled GBM stem-like cells derived from a human GBM sample were implanted into brains of BALB/c nude mice. **(B)** Representative images showing spatial relationships of ZsGreen-labeled human GBM cells and ACTA2-expressing mural cells. Boxed regions of brain sections on the top were enlarged in middle and bottom panels. Scale bars, 50 μm.

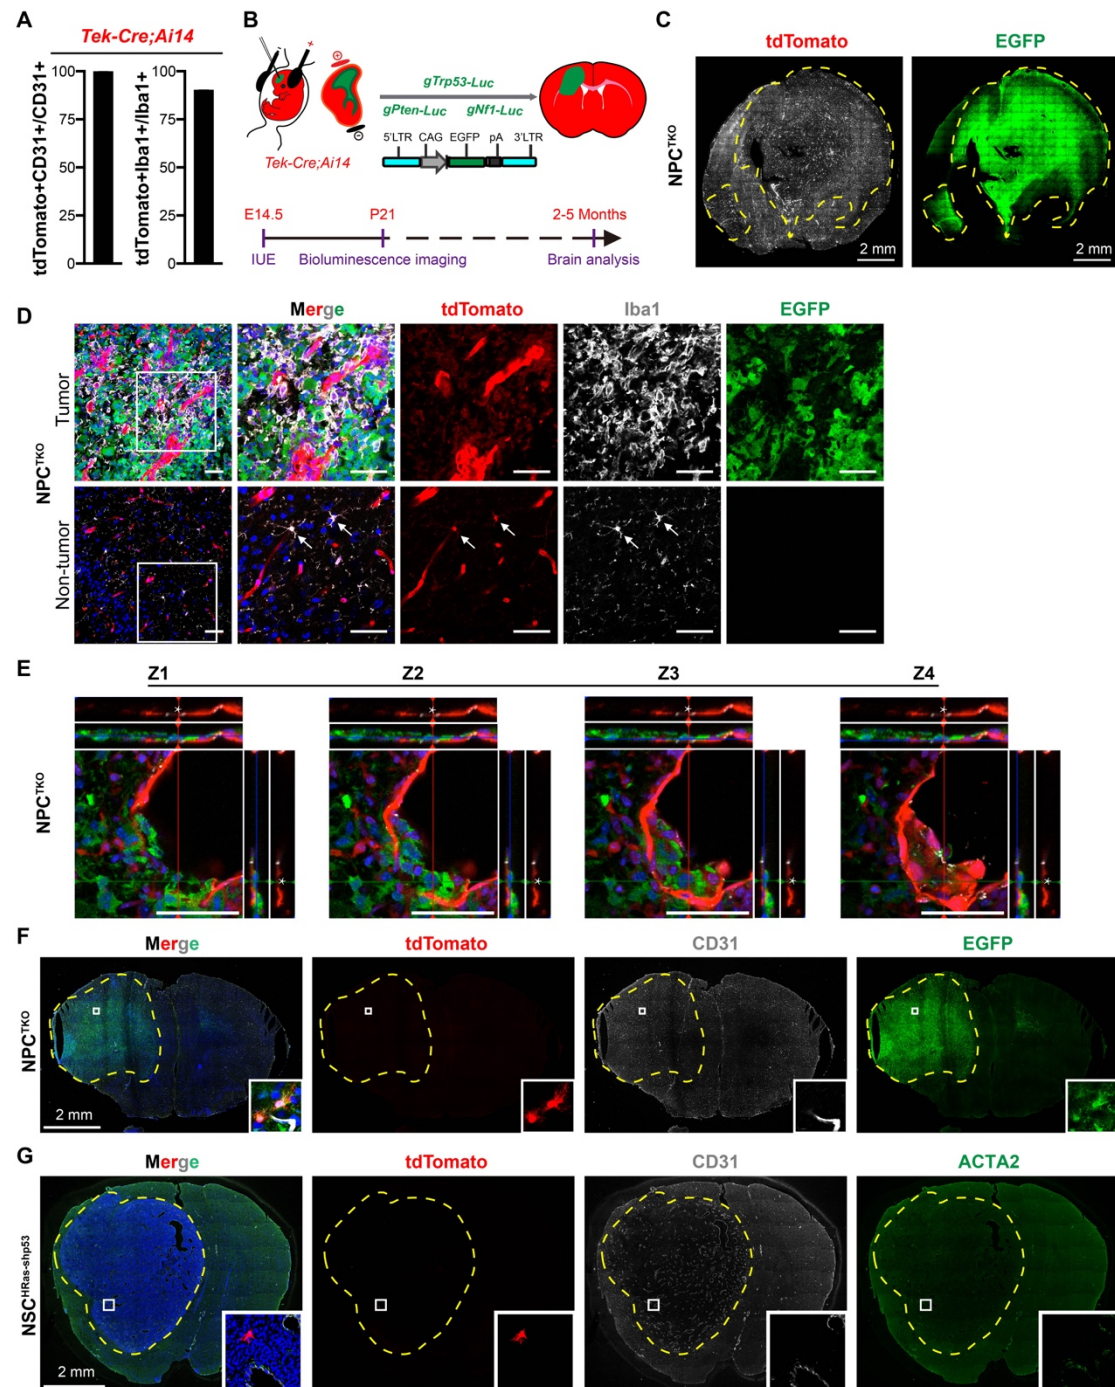

**Figure S4 (related to Figure 3). ECs and glioblastoma cells are spatially distinct cell population.** (A) Bar plots showing percentages of ECs (left) and TAMs (right) labelled by *Tek*-driven tdTomato in wildtype mouse brains. (B) Top: the schematic illustration showing *in vivo* gliomagenesis of NPC<sup>TKO</sup> GBMs in *Tek-Cre;Ai14* mice where transformed glioblastoma cells were lineage-labelled with stably-expressed EGFP. Bottom: the timeline for *in vivo* gliomagenesis by *in utero* electroporation (IUE), live tumor detection and phenotypic analyses. (C) The coronal section of a NPC<sup>TKO</sup> (*Tek-Cre;Ai14*) mouse brain with ECs and

TAMs labelled with tdTomato and GBM cells labelled with EGFP. Scale bars, 2 mm. **(D)** Representative GBM (top) and non-tumor (bottom) brain sections were immunostained with TAMs using the anti-Iba1 antibody. Boxed areas were enlarged on right panels. Scale bars, 50  $\mu$ m. **(E)** Four consecutive Z-stack images showing EGFP-labelled GBM cells have close proximity to tumor vasculatures without erosion of the vascular wall. Scale bars, 50  $\mu$ m. **(F-G)** BALB/c nude mice were intracranially allografted with GICs derived from NPC<sup>TKO</sup> **(F)** and NSC<sup>HRas-shp53</sup> **(G)** *Tek-Cre;Ai14* GBMs. Representative images showing immunofluorescent staining of brain sections using indicated antibodies.

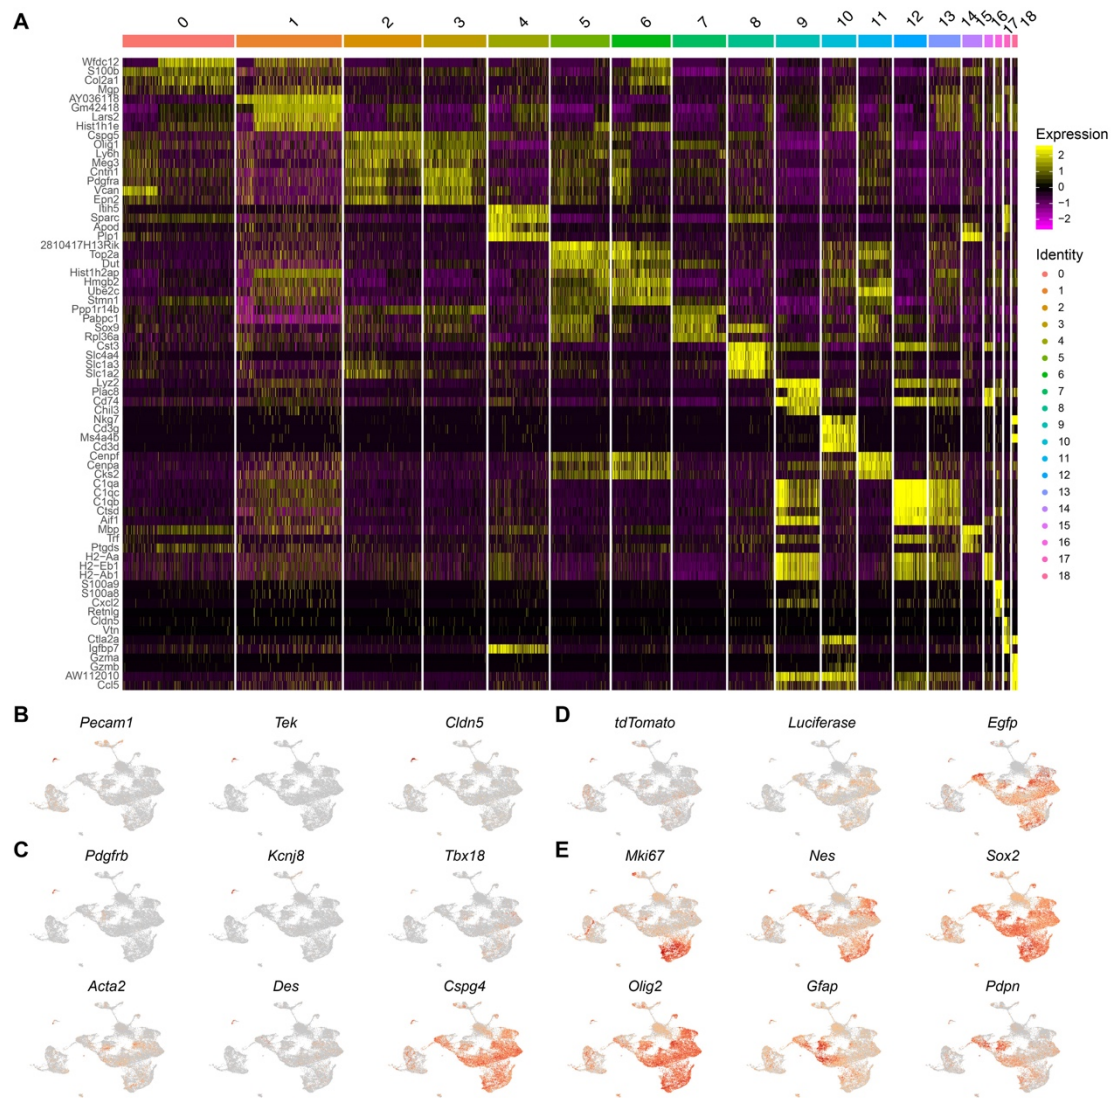

**Figure S5 (related to Figure 4). Marker expressions and distributions of NPC<sup>TKO</sup> GBMs. (A) Heatmap of NPC<sup>TKO</sup> GBM cells ordered as UMAP. Columns, individual cells; rows, top 4 markers for each UMAP cluster. (B-E) Expression and distribution of indicated markers in NPC<sup>TKO</sup> GBMs on UMAP plots.**

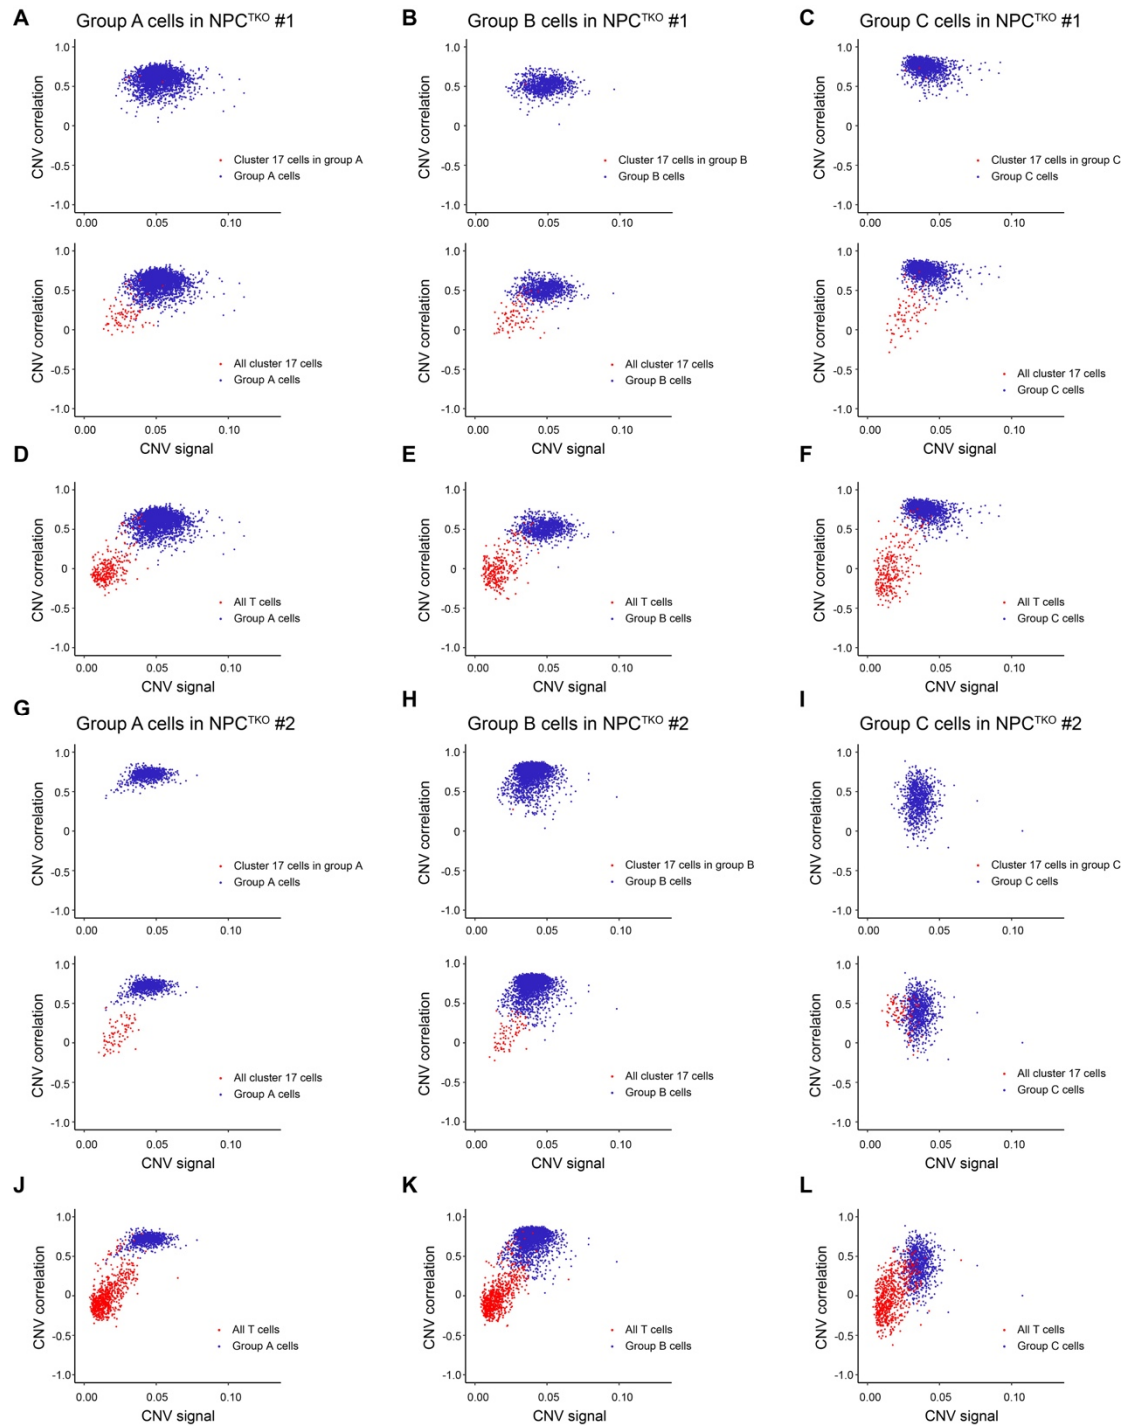

**Figure S6 (related to Figure 4). Plots depicting CNV signals and correlations of vascular cells (cluster 17), T cells and different groups of malignant cells.** ‘CNV signal’ reflects the overall extent of CNVs of each cell, defined as the mean of the squares of CNV values across the genome. ‘CNV correlation’ refers to the correlation between the CNV profile of each cell and the average CNV profile of all malignant cells from the corresponding tumor.

Group A, B, C malignant cells were indicated in **Figure 4D** and **4E**.

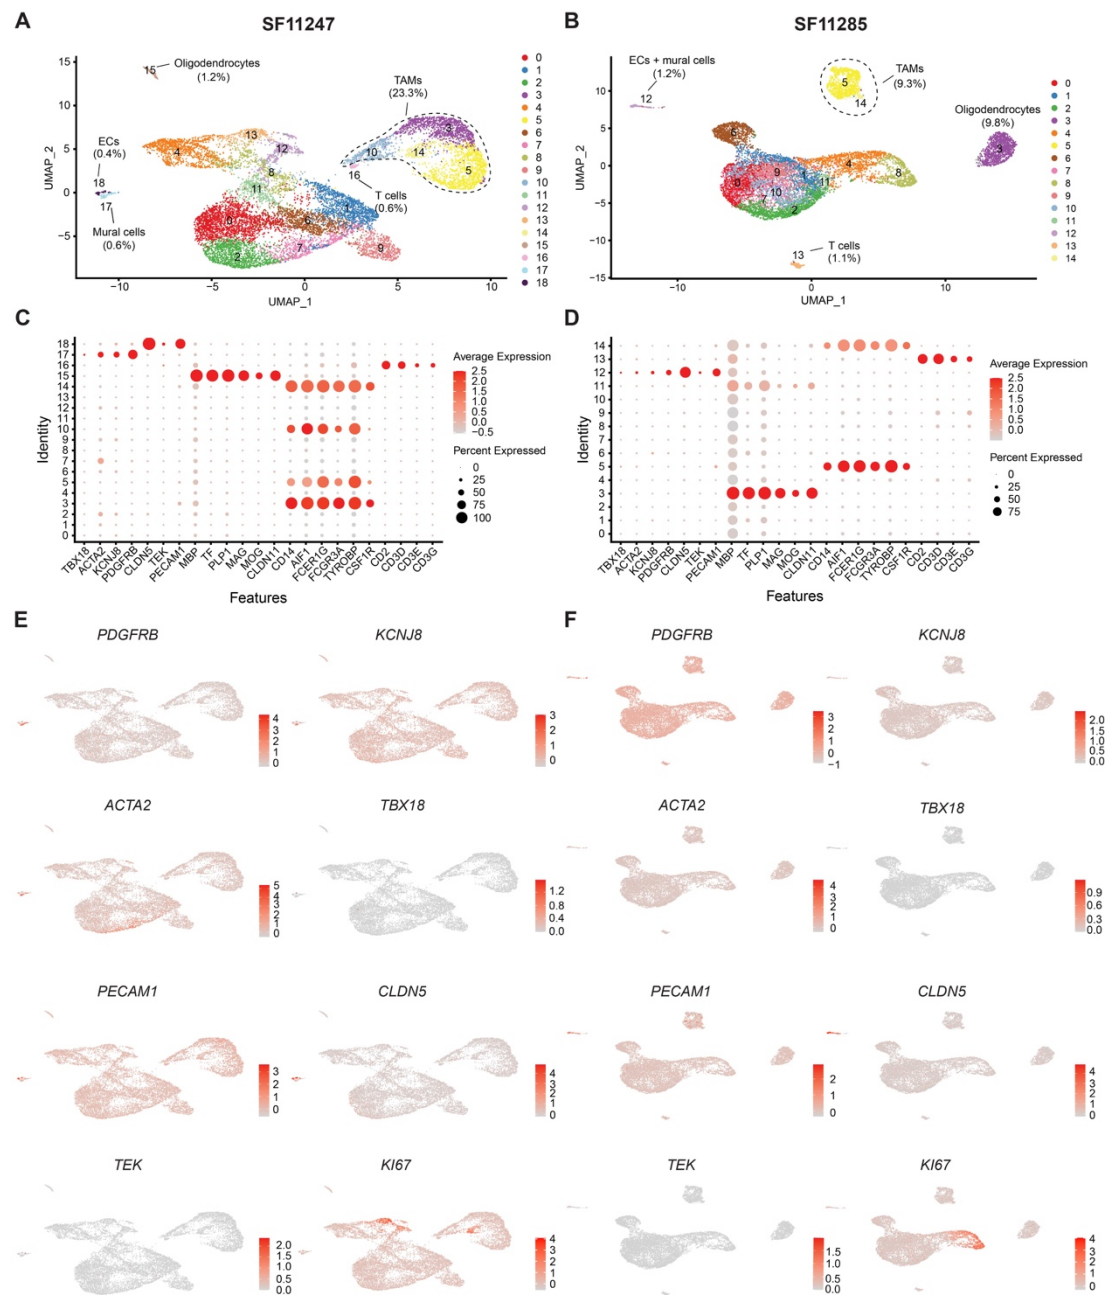

**Figure S7 (related to Figure 5). Cell clustering and marker expressions of human GBM samples - SF11247 (A, C and E) and SF11285 (B, D and F).**

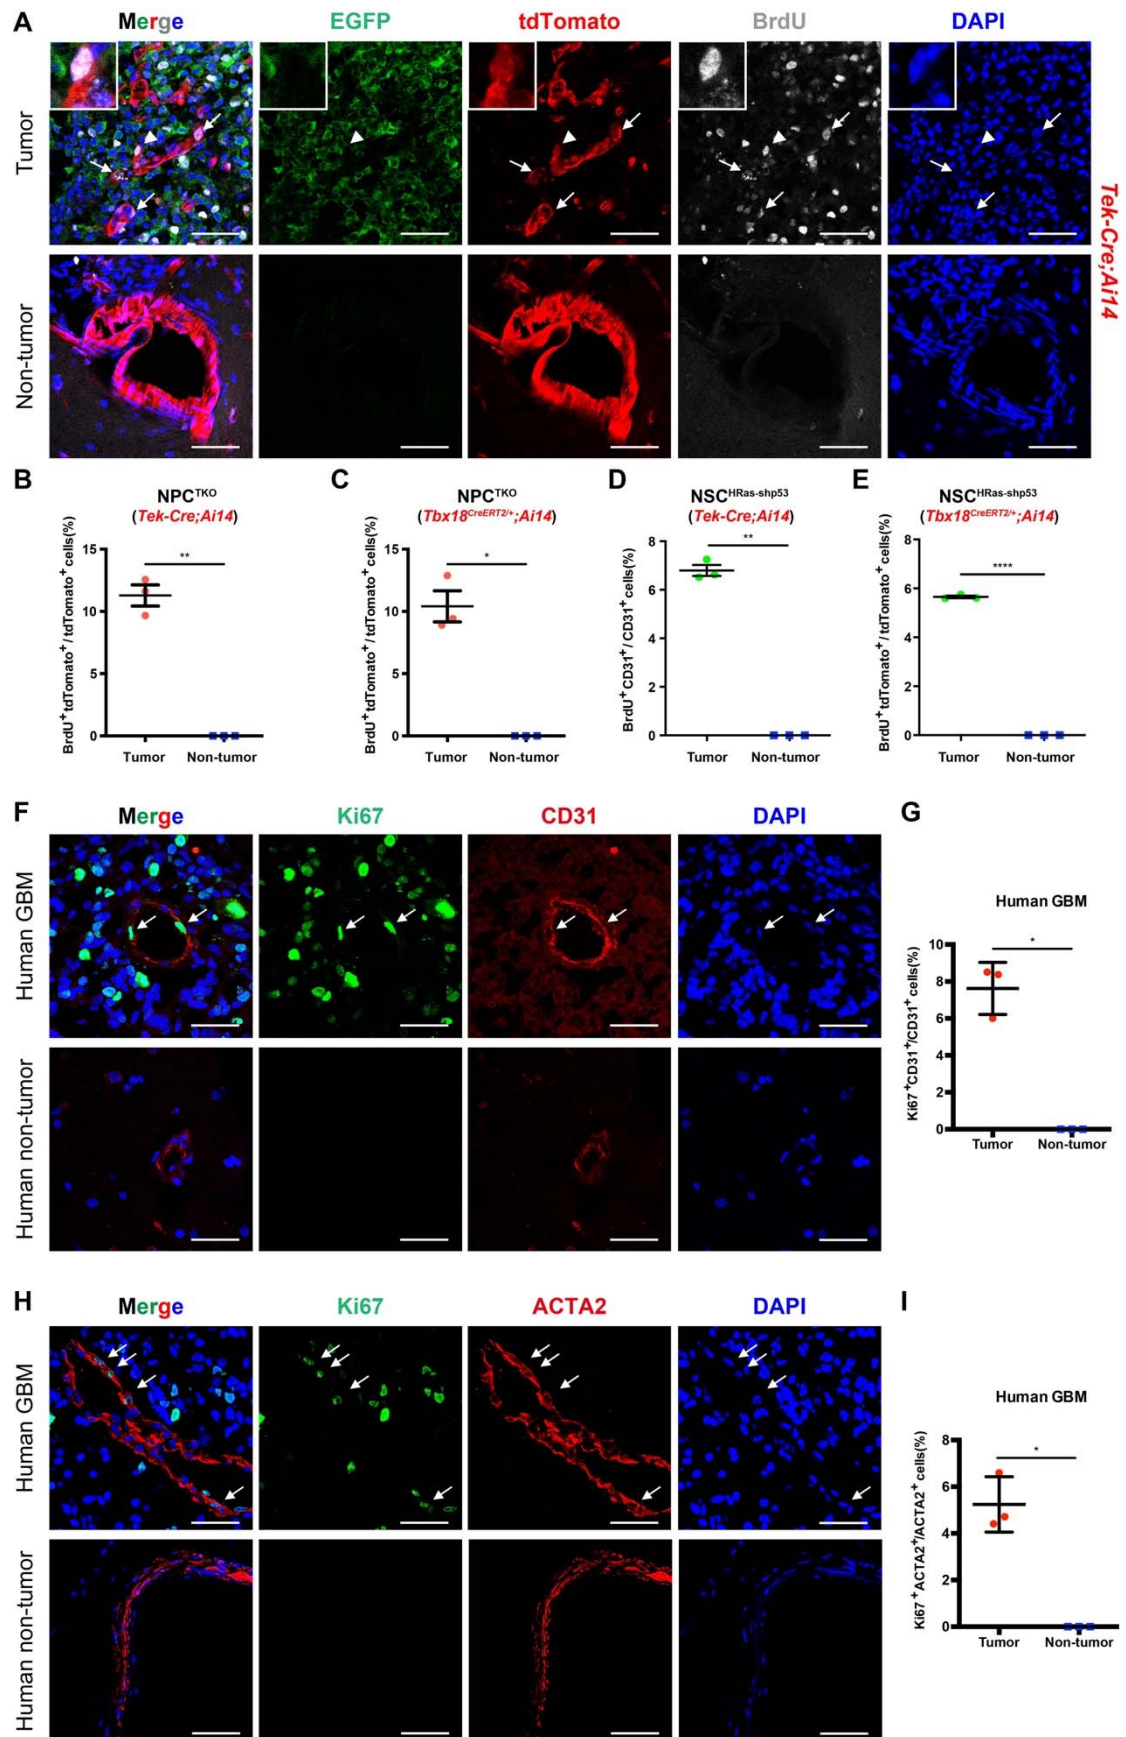

**Figure S8 (related to Figure 6). ECs and mural cells self-propagate during gliomagenesis.**

(A) Top: representative immunofluorescent images showing GBM brain sections from a *Tek-Cre;Ai14* mouse were immunostained for BrdU. BrdU+ ECs were indicated with arrows, with a dividing EC enlarged in the left corners (arrowhead). Bottom: representative immunofluorescent images at a non-tumor site. (B-E) Percentages of BrdU+tdTomato+/tdTomato+ cells in *Tek-Cre;Ai14* (B) and in *Tbx18<sup>CreERT2</sup>;Ai14* (C and E), of BrdU+CD31+/CD31+ cells in *Tek-Cre;Ai14* (D) GBM brains were quantified respectively. (B-C) and (D-E) are data collected from NPC<sup>TKO</sup> and NSC<sup>HRas-shp53</sup> brains respectively. n = 3 for tumor and non-tumor tissues. (F-I) Representative immunofluorescent images for human GBM (top) and non-tumor (bottom) tissues immunostained with Ki67, CD31 (F) and ACTA2 (H). Scale bars, 50  $\mu$ m. Percentages of Ki67+CD31+/CD31+ ECs and Ki67+ACTA2+/ACTA2+ mural cells were quantified in (G) and (I) respectively. n = 3 for tumor and non-tumor tissues. Data are mean  $\pm$  s.e.m. Statistical significance was determined using an unpaired two-tailed Student's *t*-test (B, C, D, E, G, I), \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001; \*\*\*\**P*<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

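Bulk RNA-seq was analysed for 4 NPC TKO samples (EGFP+ or DsRed+ GBM cells sorted by FACS) and 3 NSC HRas-shp53 samples (whole GBM tissue, not sorted). Per the methods, the authors isolated RNA with RNAiso Plus, made libraries with the NEBNext Ultra II kit and sequenced them as paired ends on an Illumina sequencer, whereas the labels name TRIZOL and a non-directional kit. The raw counts per gene, as deposited, were made by the authors from reads trimmed with Cutadapt and mapped to mm10 with TopHat 2.1.1, and the counting tool is not given in the sources used here. The FPKM values, as deposited, were made by the authors with Cufflinks 2.2.1, with a row per locus that can carry several gene names or none.

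The count table holds 49492 genes. Of 11072 genes wholly overlapped by other genes, 11066 have 0 counts in all 7 libraries, *Sox2* and *Gfap* among them, so these were read from the FPKM table. Of 28538 rows of the FPKM table, 3767 carry no name and were left out of the scores, and rows with 1 name were summed. The total counts ranged from 15002873 to 19247326 in NPC TKO and from 17529054 to 19840860 in NSC HRas-shp53 samples. A count of 3 was taken as the floor, which covers counting error only.

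Genes were compared between the models with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, in the direction NSC HRas-shp53 minus NPC TKO. Lists of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry, for each of 27 lists with at least 10 measured genes. Of 30 lists written before the data were examined, the B cell, erythroid and edited or targeted lists were too short for this test. DESeq2 1.42.0 and limma on FPKM values were alternatives. ssGSEA scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 on the FPKM values, with rank exponent 0.25, divided by the range over the lists and samples of a family, as in GSVA. The families were the TCGA subtypes (mesenchymal, proneural and classical) and the neural lineages (OLG, OPC, astrocyte and neuron). The published gene sets of the paper were not used here, and lists written before the data were examined stand in for them. The percentile of each score was taken among 10000 random lists of the same size. Scores were compared between the models by an exact permutation test over 35 splits, which takes the samples as independent and whose smallest two-sided p is 0.029 (the plan written before the data were examined gave 0.057).

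NPC TKO sample 3 was compared with the other 3 NPC TKO samples, since the paper singles out a proneural sample, by log2(CPM + 1) differences and without a test. The genes named are those of the paper and the edited or targeted genes, for each direction the 10 genes with the largest fold change among those called without overlap between the models and with a mean CPM of at least 10 in the higher model, the 4 genes of each list with the smallest p, and the 10 genes highest and 10 lowest in NPC TKO sample 3. Some genes that this rule selects are not reported here. Other genes were named after their values were seen, which the text says.

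The model and the preparation change together and cannot be separated, and a difference in mouse strain between the models was not excluded. The replicate numbers were checked for pairing, and a fit with a replicate block was an alternative. Other alternatives were the size factors, no TMM factors, filters on low values, pseudocounts, another rank exponent, CPM in place of FPKM, z-scores in place of ssGSEA, mesenchymal lists without genes that leukocytes, vessel cells or fibroblasts express, and leaving out each sample. Added after the data were seen were a correction for trends with transcript GC content and length, leaving out NPC TKO samples 1 and 2 together, and leaving out overlapped genes. The edgeR test was tested on simulated data, with known changes put into genes of the deposited counts. A first run with changes of 2- and 4-fold alone called 0 of 97 and 0 of 98 such genes, and larger changes were added after this was seen. With them, it called 0 of 47 genes changed 2-fold, 5 of 48 changed 4-fold, 40 of 50 changed 16-fold and 45 of 48 changed 64-fold, none with the wrong sign, and 8 genes (8.16% of its calls) that were not changed. Changes of 4-fold or less were thus mostly not detected in the simulation, in which 200 genes were changed. In the comparison of the models some genes with smaller changes were called, such as *Abat* (log2 fold change 1.78, adjusted p = 0.0082 from edgeR). The Type 1 and Type 2 subtypes and the single-cell data were not analysed here.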

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

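The tests of strain, of near-identical copies and of other groupings of the samples were chosen only after the result was seen.

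Single NPC TKO samples stood far from the other 3, by a gap beyond the critical value of Dixon's test, in 18 of 186 measures. In sample 1 it was *Abat* at 26.2 CPM. In sample 2 these were *Aqp1* at 7.96 CPM and *Areg* at 0.702 CPM. In sample 3 these were *Gm1966* at 0.0521 CPM, *Sucnr1* at 0.208 CPM, *Myt1* at 207 CPM, *Car9* at 1.72 CPM, *Rnf43* at 5.89 CPM, *B3gnt5* at 226 CPM, *Cdh19* at 133 CPM, *Ube2v2* at 116 CPM and *1300002E11Rik* at 42.9 CPM. In sample 4 these were *Krt20* at 0.0604 CPM, *Trpa1* at 0.0604 CPM, *Jag1* at 54.4 CPM, *Otx2* at 0.0604 CPM, *Tnfrsf10b* at 9.07 CPM and *Pdgfd* at 2.12 CPM. Chance gives about 5% of measures, which cannot be set against this number, since *Krt20*, *Gm1966*, *Trpa1* and *Otx2* had 1 count against 0 in the other samples, below the floor of 3 counts, and some genes of sample 3 were chosen because they stood apart there. The paper does not discuss 3 further signals, which lie above the floor of 3 counts. Immunoglobulin genes took 2.58% of the counts in NPC TKO sample 1 and 0.670, 0.0163 and 0.00451% in samples 2 to 4, and *Gm42427* was read at 16650 CPM in sample 3 and 16560 CPM in sample 4. *H2-Ea-ps*, on chromosome 17 of mm10 from 34342933 to 34344643, had 2678, 1720, 228 and 7203 counts in NPC TKO samples 1 to 4 and 0, 0 and 0 in NSC HRas-shp53 samples.

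NPC TKO sample 3 had the lowest mesenchymal score of the 4, by a gap of 0.704 to the mean of the others. The tables argue against a trend with transcript GC content or length as the cause, since the gap after its removal was 0.986 of the gap before (0.938 to 1.03 over genes drawn with replacement). RNA of leukocytes stays open, since without the genes that leukocytes express the gap was 0.544 of that with the whole list (0.379 to 0.705). No biological explanation was tested. Sample 3 held 0.148% of its counts in leukocyte genes, against 2.47, 3.04 and 0.862% in samples 1, 2 and 4.

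Cell cycle genes had median log2 differences of -0.14 and -0.18 from the mean of the 4 NPC TKO samples in samples 1 and 2. After the trends with GC content and length were removed these were -0.06 and -0.173 (-0.350 to 0.0293 in sample 2). Without TMM factors they were -0.40 and -0.47 before and -0.31 and -0.46 after, so the size of the difference depends on the scaling. The bound set for the trend as the cause, a median above -0.25, was met with TMM factors before any correction, so this test decides nothing, and no biological explanation was tested.

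Of the genes with a CPM of at least 1 in every sample of 1 model and at most 3 counts in every sample of the other, 20 were read in NPC TKO and 56 in NSC HRas-shp53 samples. Pseudogenes were 23.7% of them and 2.81% of the other called genes (Fisher's exact test, one-sided, p = 2.8e-11), with 14 of the 20 genes of NPC TKO and 4 of the 56 genes of NSC HRas-shp53 samples. The labels give C57BL/6 mice for all samples, which are known not to express *H2-Ea-ps*, while the methods name a mixed C57BL/6 and CD-1 background for 1 mouse line and do not say which mice gave the NPC TKO samples. A strain variant and reads of near-identical copies may both give this, and cannot be told apart from preparation and model here. Of 53 processed pseudogenes with a mean CPM of at least 5 in NPC TKO cells, 54.7% (40.5 to 68.4%, exact Clopper-Pearson) reached a CPM of 1 in every NSC HRas-shp53 sample. *H2-Eb1*, named after its values were seen, was read in all 7 samples, at 2411, 56358, 4272 and 6835 counts in NPC TKO and 6349, 2218 and 2117 in NSC HRas-shp53 samples.

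Of 35 splits of the 7 samples into groups of 4 and 3, only 1, the real one, called as many as 2101 genes with edgeR, and the highest of the others called 0. At an unadjusted p under 0.05 the real split had 4881 genes and the highest other 4389, so the unadjusted counts lie close. Every other split mixes the models within a group, and 1 of 35 is the smallest share that these splits can give. The splits therefore cannot exclude chance, even if the samples are independent.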

How the results depend on the processing

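Corrections for GC content and length, leaving out NPC TKO samples 1 and 2 together and leaving out overlapped genes were chosen only after the data were seen. No gene of the 2101 was called in the opposite direction in any of 19 other fits. The cause was not tested for the changes below, apart from fewer samples or genes. The count of genes was 1357 with a mean CPM of at least 5 (509 lower), 4031 with DESeq2 (2179 higher and 1852 lower), and 3224 with the correction for GC content and length as an offset (1571 lower). Without TMM factors 540 genes were lower, and the median log2 fold change of all genes was 0.09 in place of -0.10. Leaving out each sample gave 539 to 2595 genes, 415 to 1387 higher and 124 to 1208 lower.

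The samples of the 2 models share replicate numbers, and same-number samples correlated by 0.267, -0.184 and 0.176 in their deviations, so the numbers do not pair them. With the replicate block 1041 genes were called, 718 higher and 323 lower.

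Camera called 19 of 27 lists, and 0 with an estimated correlation. Fry called 15, and 4 lists lost their call with it. The OLG list had a median log2 fold change of 0.61 and the TAM list of 1.33 without NPC TKO samples 1 and 2 together, both against the sign with all samples and called (adjusted p = 0.044 and 5.15e-05 with camera). Of the other values of lists, 432 kept the outcome of the main fit (called or not called), 35 lost their call and 11 gained one. Of the values of named genes, 2839 kept the outcome of the main fit (called or not called), 185 lost their call and 84 gained one. *1300002E11Rik* turned, with log2 fold changes from -0.61 to 1.76 when each sample was left out, the last without NPC TKO sample 3. Without NPC TKO sample 1 the camera test also called list granulocyte and monocyte (higher, adjusted p = 0.0085). Without NPC TKO sample 3 the camera test no longer called list mesenchymal (adjusted p = 0.17), list neural stem cell (adjusted p = 0.17), list p53 targets (adjusted p = 0.081) and list angiogenic factors (adjusted p = 0.064) and also called list TAM (lower, adjusted p = 0.043) and list interferon response (lower, adjusted p = 0.017). Without NSC HRas-shp53 sample 1 the camera test no longer called list neural stem cell (adjusted p = 0.056) and list p53 targets (adjusted p = 0.068) and also called list oligodendrocyte (lower, adjusted p = 0.040). Without NSC HRas-shp53 sample 2 the camera test no longer called list neural stem cell (adjusted p = 0.12) and list p53 targets (adjusted p = 0.067). Without NSC HRas-shp53 sample 3 the camera test also called list interferon response (lower, adjusted p = 0.023).

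Of 49 scores, 39 were at or above the upper percentile of random lists, 45 with CPM, 27 with a mean FPKM of at least 1 and 20 with z-scores. Samples with the proneural score above the mesenchymal one were 1 of the NPC TKO samples, 2 with CPM, 2 with z-scores, 4 without leukocyte genes and 3 without leukocyte, vessel and fibroblast genes. In sample 4 the difference was 0.156 with CPM and 0.342 with z-scores. Without leukocyte genes it was 0.105, 0.222 and 0.218 in samples 1, 2 and 4, and without vessel and fibroblast genes too, 0.0618 and 0.120 in samples 2 and 4. The mesenchymal score of sample 3 was -0.0500 with a mean FPKM of at least 1 (percentile 0.14 of random lists) and -1.25 with z-scores (percentile 0). Z-scores are set against the mean of the 7 samples. The other scores that moved with them from the upper to the lower percentile of random lists were -0.461 (classical, sample 3), -0.247, -0.255, -0.880 and -0.430 (mesenchymal, classical, OLG and astrocyte, sample 4). In NSC HRas-shp53 samples 1 to 3 they were -0.218, -0.430 and -0.363 (proneural) and -0.411, -0.574 and -0.844 (OPC), and -0.669 (OLG, sample 3). The astrocyte and neuron z-scores were also below 0 in NPC TKO samples, at -0.612 ± 0.252 and -0.460 ± 0.1097 (SD, n = 4).

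NPC TKO sample 3 had 1587 genes higher and 2034 lower than the other NPC TKO samples, 3621 in all, with a CPM of at least 10 on the higher side. There were 2037 with FPKM (567 higher), 2395 with the correction for GC content and length (605 higher) and 1502 against sample 4 alone (501 higher and 1001 lower). Leaving out each other sample gave 3020 to 5542 genes, 1317 to 2531 higher and 1703 to 3011 lower. At a depth of 15002873 to 19840860 counts, 3 counts are 0.130 to 0.234 CPM. The test on simulated data, at this depth and number of samples, found few changes of 4-fold, and neither was varied.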

Differences from the paper's values

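The paper assigns the NSC HRas-shp53 samples to the mesenchymal subtype, and here the mesenchymal score was above the proneural one in all 3. It describes a NPC TKO sample as predominantly proneural and the others as mixed, and gives no count of samples by the higher score. Here the proneural score was above the mesenchymal one in 1 of 4 NPC TKO samples, in 2 with CPM or z-scores, in 4 without leukocyte genes of the mesenchymal list, and in 3 without vessel and fibroblast genes too. Fig. S1M shows NPC TKO sample 4 with the proneural score above the mesenchymal one, and here the difference was -0.0168 with FPKM, 0.156 with CPM and 0.342 with z-scores. It also shows a mesenchymal score below 0 in sample 3, which was 0.504 here and -0.0500 with a mean FPKM of at least 1. It was -1.25 with z-scores, which are set against the mean of the 7 samples and cannot be compared with an ssGSEA score. The gene lists differ from those of the paper. In both, sample 3 has the lowest mesenchymal and the highest proneural score of the NPC TKO samples.

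The paper states an astrocyte signature in both models. With FPKM the astrocyte score lay at percentiles 66.3, 80.8 and 32.8 of random lists in NPC TKO samples 1 to 3, at 97.5 in sample 4, and above every random list in the NSC HRas-shp53 samples. With CPM it was at or above percentile 97.5 in NPC TKO samples 1 to 3 too, so this difference from the paper depends on the measure. The mean astrocyte score in NPC TKO samples was 0.163 with FPKM, 0.424 with CPM and 0.0102 with a mean FPKM of at least 1. The paper states that neuronal signatures were missing, and Fig. S1N shows them below or near 0. With FPKM the neuron score was 0.197, 0.129 and 0.218 in NSC HRas-shp53 samples, not above the upper percentile of random lists, and the lowest of the 4 lineages in each sample. With CPM its mean was 0.464 in NSC HRas-shp53 and 0.0693 in NPC TKO samples, and each NSC HRas-shp53 neuron score then reached the upper percentile. Over all lists and samples 45 scores reached the upper percentile with CPM, against 39 with FPKM and 27 with a mean FPKM of at least 1.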

Other observations

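The lists below were written before the data were examined, while the genes of the last paragraph, and among the other fits those without NPC TKO samples 1 and 2 together, without overlapped genes and with the correction for GC content and length, were chosen only after the data were seen. Of 18 genes of the neural stem cell list, 4 were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone), and the list had an adjusted p = 0.041 with camera and adjusted p = 0.35 with an estimated correlation. The neural stem cell list was not called without TMM factors (adjusted p = 0.056), with the replicate block (adjusted p = 0.13), without NPC TKO sample 3 (adjusted p = 0.17), without NSC HRas-shp53 sample 1 (adjusted p = 0.056), without NSC HRas-shp53 sample 2 (adjusted p = 0.12) and without overlapped genes (adjusted p = 0.087). *Nes*, *Nr2e1* and *Prom1* had log2 fold changes of 2.33, 1.44 and 1.41 (adjusted p = 0.022 to 0.027 from edgeR). Of 33 genes of the TAM list, 1 was higher and 0 lower (0 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.98 with camera. Its median log2 fold change was -0.76. The TAM list was called lower in NSC HRas-shp53 without NPC TKO sample 3 (adjusted p = 0.043), and was called higher in NSC HRas-shp53 without NPC TKO samples 1 and 2 together (adjusted p = 5.15e-05). *Mrc1*, *Cd163*, *Fcrls* and *Ptprc* had log2 fold changes of 3.10, 2.03, 2.81 and 1.05 (adjusted p = 0.045 to 0.21 from edgeR). Of 23 genes of the T cell list, 1 was higher and 0 lower (0 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.33 with camera. The T cell list was called higher in NSC HRas-shp53 without NPC TKO samples 1 and 2 together (adjusted p = 9.1e-05) and with the correction for GC content and length (adjusted p = 0.040). *Thy1*, *Cd4* and *Il7r* had log2 fold changes of 2.84, -1.61 and 0.96 (adjusted p = 0.037 to 0.33 from edgeR). Of 14 genes of the granulocyte and monocyte list, 1 was higher and 0 lower (2 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.52 with camera. The granulocyte and monocyte list was called higher in NSC HRas-shp53 without NPC TKO sample 1 (adjusted p = 0.0085) and without NPC TKO samples 1 and 2 together (adjusted p = 0.0018). *Chil3*, *Mmp9*, *Ccr2* and *Il1b* had log2 fold changes of 4.53, 3.37, 1.17 and -2.26 (adjusted p = 0.032 to 0.22 from edgeR). Of 14 genes of the fibroblast list, 5 were higher and 1 lower (7 higher and 2 lower when adjusted over the list alone), and the list had an adjusted p = 2.2e-04 with camera and adjusted p = 0.26 with an estimated correlation. *Col1a2*, *Fn1*, *Dcn* and *Col3a1* had log2 fold changes of 3.34, 3.90, 6.16 and 3.08 (adjusted p = 0.0038 to 0.010 from edgeR). Among the other fits of these genes, *Nes* was called in 15 of 19 (lost without NPC TKO sample 1 or NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.10), *Nr2e1* in 15 of 19 (lost without NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.11), *Prom1* in 14 of 18 (lost without NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.10), *Mrc1* in 7 of 18 (lost without NPC TKO sample 1, 2, 3 or 4 or NSC HRas-shp53 sample 1 or 3 and in 5 more fits, adjusted p up to 0.17), *Thy1* in 13 of 18 (lost without NPC TKO sample 4 or NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.13) and *Chil3* in 13 of 18 (lost without NPC TKO sample 2 or 4 or NSC HRas-shp53 sample 1 or 3 and in 1 more fit, adjusted p up to 0.11).

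Of 11 genes of the ependymal and choroid plexus list, 3 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 1.2e-04 with camera and adjusted p = 0.079 with an estimated correlation. *Otx2*, *Tmem212*, *Aqp1* and *Clic6* had log2 fold changes of 7.05, 3.74, 2.47 and 3.46 (adjusted p = 0.0056 to 0.073 from edgeR). Of 40 genes of the p53 targets list, 5 were higher and 0 lower (5 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.020 with camera and adjusted p = 0.40 with an estimated correlation. The p53 targets list was not called without NPC TKO sample 3 (adjusted p = 0.081), without NSC HRas-shp53 sample 1 (adjusted p = 0.068) and without NSC HRas-shp53 sample 2 (adjusted p = 0.067). *Ddit4l*, *Ccng1*, *Eda2r* and *Tnfrsf10b* had log2 fold changes of 5.39, 2.70, 4.12 and 3.11 (adjusted p = 0.0045 to 0.0092 from edgeR). Of 27 genes of the MAPK output list, 6 were higher and 2 lower (10 higher and 2 lower when adjusted over the list alone), and the list had an adjusted p = 0.0062 with camera and adjusted p = 0.12 with an estimated correlation. *Areg*, *Hbegf*, *Spry4* and *Il6* had log2 fold changes of 4.46, 2.85, 1.90 and 2.48 (adjusted p = 0.0028 to 0.0092 from edgeR). Of 26 genes of the interferon response list, 0 were higher and 2 lower (0 higher and 2 lower when adjusted over the list alone), and the list had an adjusted p = 0.18 with camera. The interferon response list was called lower in NSC HRas-shp53 without NPC TKO sample 3 (adjusted p = 0.017) and without NSC HRas-shp53 sample 3 (adjusted p = 0.023). *Irgm1*, *Zbp1* and *Ifit1* had log2 fold changes of -1.38, -1.76 and 1.75 (adjusted p = 0.027 to 0.061 from edgeR). Of 16 genes of the antigen presentation list, 0 were higher and 9 lower (0 higher and 13 lower when adjusted over the list alone), and the list had an adjusted p = 1.7e-08 with camera and adjusted p = 0.28 with an estimated correlation. The antigen presentation list was not called with fry in place of camera (adjusted p = 0.054). *Nlrc5*, *Psmb9*, *H2-Q4* and *Ciita* had log2 fold changes of -2.45, -3.45, -2.47 and -3.12 (adjusted p = 0.0045 to 0.016 from edgeR). Among the other fits here, *Tmem212* was called in 14 of 18 (lost without NSC HRas-shp53 sample 2 or 3 and in 2 more fits, adjusted p up to 0.27), *Aqp1* in 11 of 17 (lost without NPC TKO sample 1 or 4 or NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.14), *Il6* in 17 of 18 (lost in 1 fit, adjusted p up to 0.062), *Irgm1* in 12 of 19 (lost without NPC TKO sample 1 or 2 or NSC HRas-shp53 sample 1, 2 or 3 and in 2 more fits, adjusted p up to 0.13), *Psmb9* in 16 of 19 (lost without NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.077), *H2-Q4* in 16 of 18 (lost without NSC HRas-shp53 sample 2 or 3, adjusted p up to 0.088) and *Ciita* in 15 of 18 (lost without NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.079).

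Of 24 genes of the hypoxia list, 3 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.73 with camera. The hypoxia list was called higher in NSC HRas-shp53 without NPC TKO samples 1 and 2 together (adjusted p = 0.044). *Car9*, *Pdk1*, *Egln3* and *P4ha1* had log2 fold changes of 3.29, 1.40, 1.15 and 0.75 (adjusted p = 0.012 to 0.16 from edgeR). Of 26 genes of the immediate early list, 0 were higher and 2 lower (0 higher and 1 lower when adjusted over the list alone), and the list had an adjusted p = 1.3e-04 with camera and adjusted p = 0.51 with an estimated correlation. The immediate early list was not called with fry in place of camera (adjusted p = 0.17) and without NPC TKO samples 1 and 2 together (adjusted p = 0.079). *Hspa1b*, *Hspa1a*, *Dnajb1* and *Jun* had log2 fold changes of -3.86, -3.12, -2.25 and -1.99 (adjusted p = 0.020 to 0.060 from edgeR). Of 19 genes of the angiogenic factors list, 3 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone), and the list had an adjusted p = 0.017 with camera and adjusted p = 0.28 with an estimated correlation. The angiogenic factors list was not called without NPC TKO sample 3 (adjusted p = 0.064). *Igf2*, *Pdgfd*, *Angptl4* and *Tgfb2* had log2 fold changes of 1.87, 4.19, 1.63 and 2.03 (adjusted p = 0.025 to 0.11 from edgeR). Of 27 genes of the MES-like state list, 9 were higher and 0 lower (13 higher and 1 lower when adjusted over the list alone), and the list had an adjusted p = 5.0e-06 with camera and adjusted p = 0.21 with an estimated correlation. *Pdpn*, *Anxa1*, *S100a6* and *S100a11* had log2 fold changes of 4.24, 3.35, 3.02 and 3.78 (adjusted p = 0.0028 to 0.0077 from edgeR). Of 10 genes of the WNT pathway list, 1 was higher and 0 lower (2 higher and 2 lower when adjusted over the list alone), and the list had an adjusted p = 1.0 with camera. *Lef1*, *Notum*, *Rnf43* and *Lgr5* had log2 fold changes of 2.07, 2.46, -1.85 and -2.66 (adjusted p = 0.031 to 0.063 from edgeR). The test, median and mean differ in sign for the granulocyte and monocyte, hypoxia and WNT pathway lists. Of the lists too short for camera, in the B cell list *Cd79a* and *Ebf1* had log2 fold changes of -4.87 and 1.29 (adjusted p = 0.068 to 0.21 from edgeR), and *Blk* was at 3.51 ± 4.04 CPM (SD, n = 4) in NPC TKO and 0.328 ± 0.244 CPM (SD, n = 3) in NSC HRas-shp53 GBMs. In the erythroid list *Hba-a2*, *Hbb-bt*, *Bpgm* and *Hbb-bs* had log2 fold changes of 6.41, 5.52, -0.77 and 2.91 (adjusted p = 0.014 to 0.20 from edgeR). The list of genes named in the paper, with 29 measured genes, had an adjusted p = 0.18 with camera, and of these genes 6 were higher and 2 lower (6 higher and 3 lower when adjusted over the list alone). This list was called higher in NSC HRas-shp53 without NPC TKO samples 1 and 2 together (adjusted p = 0.035). Among the other fits of them, *Car9* was called in 17 of 18 (lost without NSC HRas-shp53 sample 2, adjusted p up to 0.054), *Pdk1* in 16 of 19 (lost without NSC HRas-shp53 sample 2 or 3 and in 1 more fit, adjusted p up to 0.081), *Egln3* in 9 of 19 (lost without NPC TKO sample 1, 2, 3 or 4 or NSC HRas-shp53 sample 1, 2 or 3 and in 3 more fits, adjusted p up to 0.19), *Hspa1b* in 15 of 17 (lost without NSC HRas-shp53 sample 2 or 3, adjusted p up to 0.090), *Hspa1a* in 9 of 16 (lost without NPC TKO sample 1, 2 or 4 or NSC HRas-shp53 sample 2 or 3 and in 2 more fits, adjusted p up to 0.15), *Igf2* in 13 of 17 (lost without NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.12), *Pdgfd* in 11 of 19 (lost without NPC TKO sample 1 or 2 or NSC HRas-shp53 sample 1, 2 or 3 and in 3 more fits, adjusted p up to 0.16), *Angptl4* in 13 of 19 (lost without NPC TKO sample 2 or 4 or NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.17), *Lef1* in 14 of 19 (lost without NPC TKO sample 2 or NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.11), *Hba-a2* in 15 of 16 (lost without NSC HRas-shp53 sample 2, adjusted p up to 0.059) and *Hbb-bt* in 11 of 16 (lost without NPC TKO sample 2 or 4 or NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.11).

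Of the genes that the paper names, *Tek*, *Pdgfrb*, *Kcnj8*, *Cspg4*, *Nes*, *Olig2*, *Pdpn* and *Rbfox3* differed between the models, with log2 fold changes of 2.71, 4.44, 4.30, -3.31, 2.33, -2.12, 4.24 and 3.42 (adjusted p = 0.0028 to 0.037 from edgeR). Among the other fits, *Tek* was called in 10 of 18 (lost without NPC TKO sample 1 or 2 or NSC HRas-shp53 sample 1, 2 or 3 and in 3 more fits, adjusted p up to 0.12), *Kcnj8* in 13 of 17 (lost without NSC HRas-shp53 sample 1, 2 or 3 and in 1 more fit, adjusted p up to 0.073), *Nes* in 15 of 19 (lost without NPC TKO sample 1 or NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.10) and *Olig2* in 16 of 19 (lost without NSC HRas-shp53 sample 1, 2 or 3, adjusted p up to 0.10). *Pecam1*, *Cldn5*, *Acta2*, *Tbx18*, *Cd14*, *Aif1*, *Tmem119*, *Klk6*, *Mag*, *Mbp*, *Cldn11*, *Cd2*, *Cd3d*, *Cd3e*, *Cd3g*, *Mki67* and *Mcam* had log2 fold changes of 1.52, 1.19, 1.01, 1.21, -1.66, -1.65, -1.73, 1.06, -1.47, 0.06, -0.81, 0.10, -0.07, 0.31, 0.53, -1.63 and -0.29 and did not pass the test (adjusted p = 0.14 to 0.98 from edgeR). *Trp53*, *Nf1* and *Hras* had log2 fold changes of -1.16, -0.03 and -0.77 (adjusted p = 0.072, 0.98 and 0.36 from edgeR). *Sox2* had FPKM values of 99.0 ± 31.5 (SD, n = 4) in NPC TKO and 75.1 ± 32.0 (SD, n = 3) in NSC HRas-shp53 samples. The paper counts fewer OLIG2-expressing cells in NSC HRas-shp53 GBMs (Fig. S1J–L), and *Olig2* RNA was at 404 ± 160.4 CPM (SD, n = 4) in NPC TKO and 92.9 ± 36.7 CPM (SD, n = 3) in NSC HRas-shp53 GBMs.

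The following genes were chosen after their values were seen. *Igha* had 263508, 39775, 371 and 84 counts in NPC TKO samples 1 to 4 and 473, 251 and 557 in NSC HRas-shp53 samples 1 to 3. *Gm42427* was at 348, 382, 16652 and 16560 CPM and at 72.0, 85.8 and 90.4 CPM. *Rps2-ps13* was at 1282, 1294, 146 and 447 CPM in NPC TKO samples 1 to 4, while its parent *Rps2* was at 416, 402, 107 and 149.8 CPM there and at 889, 741 and 529 CPM in NSC HRas-shp53 samples.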
